# Epigenetic inheritance of diet-induced and sperm-borne mitochondrial RNAs

**DOI:** 10.1038/s41586-024-07472-3

**Published:** 2024-06-05

**Authors:** A. Tomar, M. Gomez-Velazquez, R. Gerlini, G. Comas-Armangué, L. Makharadze, T. Kolbe, A. Boersma, M. Dahlhoff, J. P. Burgstaller, M. Lassi, J. Darr, J. Toppari, H. Virtanen, A. Kühnapfel, M. Scholz, K. Landgraf, W. Kiess, M. Vogel, V. Gailus-Durner, H. Fuchs, S. Marschall, M. Hrabě de Angelis, N. Kotaja, A. Körner, R. Teperino

**Keywords:** Energy metabolism, Epigenetics

## Abstract

Spermatozoa harbour a complex and environment-sensitive pool of small non-coding RNAs (sncRNAs)^1^, which influences offspring development and adult phenotypes^1–7^. Whether spermatozoa in the epididymis are directly susceptible to environmental cues is not fully understood^8^. Here we used two distinct paradigms of preconception acute high-fat diet to dissect epididymal versus testicular contributions to the sperm sncRNA pool and offspring health. We show that epididymal spermatozoa, but not developing germ cells, are sensitive to the environment and identify mitochondrial tRNAs (mt-tRNAs) and their fragments (mt-tsRNAs) as sperm-borne factors. In humans, mt-tsRNAs in spermatozoa correlate with body mass index, and paternal overweight at conception doubles offspring obesity risk and compromises metabolic health. Sperm sncRNA sequencing of mice mutant for genes involved in mitochondrial function, and metabolic phenotyping of their wild-type offspring, suggest that the upregulation of mt-tsRNAs is downstream of mitochondrial dysfunction. Single-embryo transcriptomics of genetically hybrid two-cell embryos demonstrated sperm-to-oocyte transfer of mt-tRNAs at fertilization and suggested their involvement in the control of early-embryo transcription. Our study supports the importance of paternal health at conception for offspring metabolism, shows that mt-tRNAs are diet-induced and sperm-borne and demonstrates, in a physiological setting, father-to-offspring transfer of sperm mitochondrial RNAs at fertilization.

## Abstract (web summary)

A study shows that epididymal spermatozoa are sensitive to preconception diet, identifies mitochondrial tRNAs and their fragments as sperm-borne factors and demonstrates epigenetic inheritance of mitochondrial tRNAs.

## Main

Apart from Mendelian inheritance, fathers use alternative routes for intergenerational information transfer. One of these is a complex, dynamic and environment-sensitive pool of sncRNAs that are stored in mature spermatozoa^1^, delivered to the oocytes at fertilization^9^, and influence embryonic development^10,11^ and adult phenotypes^1–7,11^.

Production of mature haploid spermatozoa from spermatogonial stem cells is a two-step process consisting of spermatogenesis in the seminiferous tubules (about 35 days in the mouse), followed by maturation in the epididymis (about 7 days in the mouse)^12^. Both phases constitute potential windows of environmental susceptibility for the sperm epigenome^8^. The current accepted model is that the sperm sncRNA pool is modified during the epididymal transit with substantial contribution from the epididymal epithelial cells^4,10,11,13–16^ and, therefore, environmental perturbations are thought to act primarily on the epididymis. On the other hand, despite the presence of the blood–testis barrier^17^, perturbations targeted to spermatogenesis have intergenerational or even transgenerational consequences^18,19^. We focused on the intergenerational sequelae of paternal overweight and attempted to dissect the relative contributions of testicular and epididymal exposures. The studies in the current body of literature used a patchwork of different exposures to a standard high-fat diet (HFD; 60% fat)—from 6 to 22 weeks—alongside a wide range of starting ages—from 4 to 9 weeks of age (for example, refs. ^5,20–25^). These studies do not account for spermatogenesis timing; report combined testicular and epididymal effects on the sperm epigenome; and are not suitable to study susceptibility windows and identify environmental sensors in the male reproductive tract.

Our results show that paternal preconceptional exposure to 2 weeks of HFD at 6 weeks of age, when the first wave of spermatogenesis is completed and the produced sperm is undergoing maturation in the epididymis^26^, induces partial penetrant glucose intolerance and insulin resistance in male offspring. Of note, the same exposure does not affect the developing germ cells in the testis and spermatogenesis does not contribute to the paternal intergenerational effects. Mechanistically, we found that mitochondrial-encoded tRNAs (mt-tRNAs) and their fragments (mt-tsRNAs) are dynamically regulated by the HFD challenge. Our data indicate a sperm-borne origin of these sncRNAs, in keeping with their enrichment in epididymal spermatozoa compared to epididymosomes and sperm-associated cytoplasmic droplets, and the reported active transcription of the mtDNA in mature spermatozoa^27^.

Two decades ago, it was shown that protamin 2 and clusterin mRNAs are transferred from spermatozoa to the oocyte at fertilization^9^, triggering the use of zygotic microinjections to study the role of sperm RNAs in paternal effects (reviewed in ref. ^28^). These experiments do not demonstrate intergenerational transfer of sperm RNAs, but the consequences of their perturbations in early embryos. Harnessing the genetic diversity of mtDNA and single-embryo transcriptomics, we have genetically tracked the parental origin of mt-tRNAs in early embryos and discovered them to be transferred from spermatozoa at fertilization. Our data support a model by which acute HFD exposure induces mitochondrial dysfunction in somatic tissues and spermatozoa, in which it is compensated by an upregulation of mtDNA transcription. This leads to an accumulation of mt-sncRNAs and their fragments, which are epigenetically inherited and probably contribute to modifying transcription in early embryos and glucose metabolism in adult offspring. In keeping with our model, in-depth mouse phenotypic data from the International Mouse Phenotyping Consortium (IMPC)^29^ and sperm sncRNA analyses highlighted alterations of spermatozoa mt-tsRNAs downstream of genetically induced mitochondrial dysfunction and paternal non-genetic control of offspring glucose homeostasis. Last, using two independent human cohorts, we have shown that sperm mt-tsRNAs are associated with body mass index (BMI) and that paternal BMI at conception is an independent determinant of offspring metabolic health.

Altogether, the findings of our study strengthen the relevance of paternal health at conception for offspring metabolism, show that mt-tRNAs (and their fragments) are diet-induced and sperm-borne, and demonstrate, in a physiological setting, epigenetic inheritance of mt-tRNAs.

## Epididymal sperm is susceptible to diet

To study the susceptibility of epididymal spermatozoa to the environment and dissect the relative contribution of epididymal and spermatogenic information to paternal intergenerational effects, we fed 6-week-old male mice with HFD or low-fat diet (LFD) for 2 weeks (Fig. 1a). After the dietary challenge, treated bucks were either directly mated to age-matched and unexposed dams to generate the F_1_ generation (eHFD) or mated (to empty the epididymis) and moved back to a normal chow diet for 4 weeks to allow any HFD-exposed developing germ cell to complete the differentiation and the epididymal maturation before mating (sHFD; Fig. 1a).

**Fig. 1:**
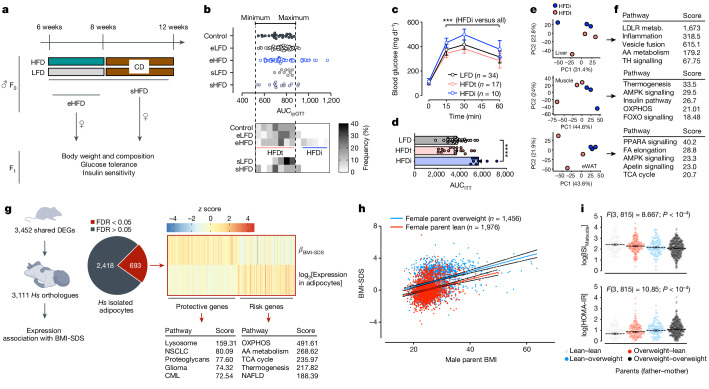
Paternal overweight at conception is important for offspring metabolism in mice and humans. **a**, Experimental design. CD, chow diet. **b**, Glucose tolerance of unexposed male offspring (F_1_) of HFD-exposed bucks. Top: AUC_ipGTT_. Bottom: frequency distribution analysis to identify tolerant and intolerant animals. *n* = 60 male mice across 4 cohorts with 5 litters each and 3 males per litter (eLFD and eHFD bucks); *n* = 10–15 (sLFD and sHFD bucks) including 1 cohort with 5 litters and 3 males per litter. **c**,**d**, Glucose tolerance (**c**; mean ± s.e.m.) and insulin sensitivity (**d**; mean ± s.e.m.) of male offspring (F_1_) of HFD-exposed bucks. Data represent a re-phenotyping of the animals in **c** carried out 8 weeks after the first phenotyping. Significance calculated by a two-way (**c**; *n* in graph) or one-way (**d**; *n* as in **c**) analysis of variance (ANOVA; ***P < 10^−4^). ITT, insulin tolerance test. **e**,**f**, PCA plot (**e**) and functional enrichment analysis (KEGG (Kyoto Encyclopedia of Genes and Genomes); **f**) of peripheral tissue RNA-seq data from HFDt and HFDi F_1_ animals. eWAT, epididymal white adipose tissue; metab., metabolism; AA, amino acid; TH, thyroid hormone; OXPHOS, oxidative phosphorylation; FA, fatty acid; TCA, tricarboxylic acid. **g**, Left: overlap between genes differentially expressed in tissues from HFDi mice and their human orthologues associated with childhood obesity. Right: functional enrichment analysis (KEGG) of the overlapping genes (*n* = 693) pre-classified as protective and risk genes for childhood obesity on the basis of the *β*-score for BMI-SDS. DEGs, differentially expressed genes; *Hs*, *Homo sapiens*; FDR, false discovery rate; NSCLC, non-small cell lung cancer; CML, chronic myeloid leukaemia; NAFLD, non-alcoholic fatty liver disease. **h**, Scatter plot of children’s body weight trajectories as a function of paternal BMI at conception in families with mothers who were lean (red line; *r* = 0.2611; *P* value < 10^−4^) or overweight (blue line; *r* = 0.3467; *P* value < 10^−4^) at conception. Significant association calculated by linear regression analysis. **i**, Insulin sensitivity, measured as ISI_Matsuda_ (top) or homeostatic model assessment for insulin resistance (HOMA-IR; bottom) indices in children as a function of parental weight status at conception. *n* lean–lean = 106; overweight–lean = 184; lean–overweight = 114; overweight–overweight = 415. Data represented as mean ± s.e.m. Significance calculated by two-way ANOVA (details in the graph). Source Data

Spermatogenesis and male reproductive fitness are not affected by the HFD-feeding, as shown by the testis histology and the diameter of the seminiferous tubule (Extended Data Fig. 1a,b), sperm motility (Extended Data Fig. 1c) and the rates of successful fertilization and pre-implantation development (Extended Data Fig. 1d,e). In keeping with this, bulk (Extended Data Fig. 1f–h) and single-cell (Extended Data Fig. 1i,k) transcriptomic analyses of round spermatids and testis show normal spermatogenesis (Extended Data Fig. 1f–k) and little to no HFD effect (Supplementary Table 2).

A 2-week exposure to HFD is sufficient to induce a small but significant increase in body weight and adiposity (Extended Data Fig. 2a,c) and reduce whole-body glucose tolerance (Extended Data Fig. 2b,d) in exposed mice. Both phenotypes are reversed by 4 weeks of dietary restoration (Extended Data Fig. 2c,d, chow diet).

An HFD challenge of 2 weeks in bucks (eHFD) does not affect offspring body weight and composition (Extended Data Fig. 2e,f,h,i), but leads to an approximately 30%-penetrant glucose intolerance in male offspring (Fig. 1b and Extended Data Fig. 2j), according to which they are divided into HFD tolerant (HFDt) and HFD intolerant (HFDi; Fig. 1b). The glucose intolerance phenotype is robust as it is observed within litters across four different cohorts in different seasons and different mouse rooms (Extended Data Fig. 2g), and stable as HFDi mice remain significantly glucose intolerant when re-phenotyped 8 weeks after the first phenotyping round (Fig. 1c). HFDi mice are also significantly insulin resistant compared to the other groups (Fig. 1d). Conversely, offspring of sHFD bucks show no alteration in body weight, body composition or glucose tolerance (Fig. 1b and Extended Data Fig. 2e,f,h–j).

The phenotypic differences between HFDt and HFDi offspring are mirrored by unique transcriptional signatures in metabolically relevant tissues (Fig. 1e,f and Extended Data Fig. 2k). Using gene expression and genome-wide association study data from children included in the Leipzig Adipose Tissue Childhood cohort^30^, we found that about 30% of the HFDi signature genes (defined as differentially expressed in both muscle and adipose tissue from HFDi mice) are also expressed in human adipocytes and associated with childhood obesity (Fig. 1g). In this gene set, risk and protective genes for childhood obesity (respectively with negative and positive *β*-scores for BMI standard deviation score (SDS)) cluster to cellular mitochondrial function and inflammatory and cellular plasticity pathways, respectively (Fig. 1g and Extended Data Fig. 2l).

## Paternal BMI affects offspring health

Parental obesity, especially maternal, is the strongest risk factor for early-onset obesity in children^31^. To provide further evidence for paternal contribution to offspring metabolism in humans, we analysed data from the LIFE Child Study (*n* = 3,431; NCT02550236)^32,33^.

Despite the strong association of maternal BMI with both paternal and offspring BMI (Extended Data Fig. 3a,b), the latter is also independently correlated to paternal BMI (Fig. 1h). Multiple regression analysis confirmed that paternal BMI has an additional effect on offspring BMI (6.5%), independent from maternal BMI (20.4%) and age (2.3%) of the offspring (Supplementary Table 6).

In families with lean mothers, paternal overweight doubles offspring obesity risk (Extended Data Fig. 3c; OR = 2.26; *P* value < 10^−4^), which is further worsened by paternal obesity (Extended Data Fig. 3c; OR = 6.44; *P* value < 10^−4^). An increasing paternal BMI is also associated with insulin resistance (as measured by the ISI_Matsuda_ and the HOMA-IR indices)^34^ with parental BMIs having independent and additive effects on offspring insulin sensitivity (Fig. 1i and Extended Data Fig. 3d,e). The effects of both parents remain significant after adjusting for relatedness and polygenic effects (Supplementary Table 7). Mothers explain 18% of BMI-SDS variance and fathers explained 6% of the variance independent from the mothers (both with a *P* value < 0.001).

These results strengthen the importance of paternal preconceptional body weight for offspring metabolic health in mice and humans. Furthermore, the phenotypic discrepancy between offspring sired by mice exposed to 2 weeks of HFD (eHFD) and offspring sired by those then allowed to recover on chow diet for 4 weeks (sHFD) not only shows that this diet-based model is fully reversible but also suggests that epididymal spermatozoa can be directly susceptible to environmental cues.

## mt-tsRNAs are sperm-borne

sncRNAs in spermatozoa are potential diet-sensitive mediators of paternal epigenetic effects^1,35^. We profiled sncRNAs from round spermatids and cauda spermatozoa of mice fed for 2 weeks on HFD (eHFD-F_0_), and from cauda spermatozoa of mice fed for 2 weeks on HFD and allowed to recover on chow diet for 4 weeks (sHFD-F_0_). The biotype distributions in the different samples followed the expected profiles (Fig. 2a and Extended Data Fig. 4a,b) with tsRNAs and piwi-RNAs (piRNAs) being the most abundant biotypes in spermatozoa (Fig. 2a and Extended Data Fig. 4a) and round spermatids (Extended Data Fig. 4b), respectively. Differential expression analysis of cauda spermatozoa sncRNA-sequencing (sncRNA-seq) data from eHFD-F_0_ mice indicates that about 25% of the entire sperm sncRNA pool is sensitive to the acute HFD challenge (Extended Data Fig. 4c) with predominant reduction of nuclear tRNA expression (Fig. 2b,c and Extended Data Fig. 4d) and fragmentation (Extended Data Fig. 4e), including 5′ fragments previously associated with the intergenerational effects of paternal overt obesity^5^ (for example, GluCTC and GlyGCC; Extended Data Fig. 4f). Conversely, expression and 5′ fragmentation of mt-tRNAs are predominantly upregulated (Fig. 2c–e) with about 30% of annotated sequences reaching statistical significance (false discovery rate < 0.05; Fig. 2b,d). In line with these data, our results show that fragments derived from mitochondrial rRNAs are also upregulated (Fig. 2c and Extended Data Fig. 4g) with about 20% of annotated sequences reaching statistical significance (false discovery rate < 0.05; Fig. 2b). Differential expression analysis of cauda spermatozoa sncRNA-seq from HFD-fed mice after recovery on chow diet for 4 weeks (sHFD-F_0_) shows little to no variation for any of the biotypes (Extended Data Fig. 4h).

**Fig. 2:**
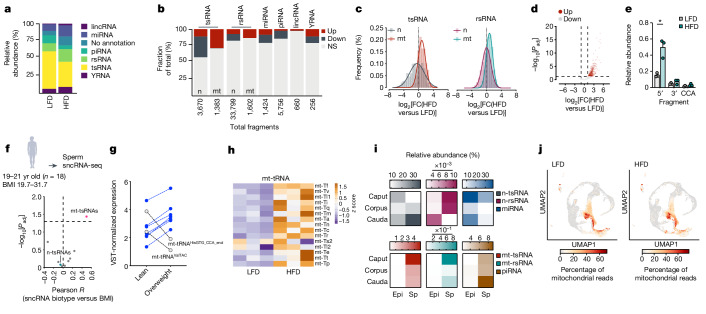
mt-tsRNAs are sperm-borne sensors of male health. **a**, Distribution of sncRNA biotypes in cauda spermatozoa from LFD- and HFD-fed mice. *n* = 3 samples per diet. lincRNA, long intergenic non-coding RNA; miRNA, microRNA. **b**, Biotype-specific differential expression analysis (*P*_adj_ < 0.05; log_2_[fold change (FC)] > |1|) of cauda spermatozoa sncRNAs. **c**, Histogram (bars at a bin centre of 0.5 with the overlapping non-linear fit curve) showing the distribution of the log_2_[FC(HFD versus LFD)] in nuclear- (n) and mitochondrial- (mt) derived tsRNAs (left) and rsRNAs (right). **d**, Volcano plot representation of differentially expressed mt-tsRNAs (differential expression calculated by EdgeR; significance defined as *P*_adj_ < 0.05). **e**, Fragmentation pattern of mt-tRNAs in cauda spermatozoa from LFD- and HFD-fed mice. Significance tested by a two-tailed *t*-test, HFD versus LFD (mean ± s.e.m.; *n* = 3; *P < 0.05). **f**, Pearson-based correlation analysis of individual sncRNA biotype expression in human sperm with BMI (two-tailed *P* value with 95% confidence interval). **g**, Differentially expressed tsRNAs in human sperm from lean and overweight donors calculated by DESeq2-based continuous differential expression analysis (*n* = 18 donors). VST, variance-stabilizing transformation. **h**, Heat map representation of mature mt-tRNA levels in cauda spermatozoa from LFD- and HFD-fed mice. **i**, Relative abundance of the indicated sncRNA biotypes in epididymosomes (Epi) or spermatozoa (Sp) isolated from the caput, corpus and cauda epididymis. Data reanalysed from refs. ^13,38^. **j**, Uniform manifold approximation and projection (UMAP) representation of mtDNA transcription during spermatogenesis from testis single-cell RNA-seq data.

In conjunction with the offspring phenotypes (Fig. 1 and Extended Data Fig. 2), these findings support a primary role of the epididymis in the response to the acute HFD challenge and suggest a role for sperm sncRNAs as dynamic molecular signals.

In *Drosophila melanogaster* and human spermatozoa, mt-tsRNAs are dynamically upregulated by a short high-sugar diet^35,36^. To further study their association with BMI, we profiled ejaculate spermatozoa sncRNAs from young, healthy Finnish volunteers (*n* = 18, age range 19–21 years) deeply metabolically phenotyped and stratified per BMI and fat mass (Supplementary Table 4). Relative biotype distribution and tsRNA pool composition are comparable across individuals and BMI categories (Extended Data Fig. 5a). As BMI is a continuous variable, we used continuous differential expression analysis algorithms to identify sncRNAs in significant linear association with BMI variation. Together with little to no variation in n-tsRNAs (Extended Data Fig. 5e–g), mt-tsRNAs are the only biotype positively associated with BMI (Fig. 2f and Extended Data Fig. 5b–d). A total of 0.5% of sequences annotated to mt-tsRNAs are differentially expressed with continuous BMI variation (Extended Data Fig. 5e), accounting for a total of 29 individual sequences clustered to 9 fragments, of which 7 are upregulated (Fig. 2g and Extended Data Fig. 5f). Of note, the downregulated sequences (Fig. 2g) are also the only ones downregulated in mouse spermatozoa following 2 weeks of HFD-feeding, whereas among the upregulated sequences, mt-tRNA^Ser^- and mt-tRNA^Thr^-derived fragments are also upregulated by an acute high-sugar challenge^35^ and downregulated in spermatozoa from overly obese individuals^37^.

Although obtained from a small human cohort, these findings reinforce the idea that mt-sncRNAs can have important functions in response to acute metabolic challenges in mice and humans.

Nuclear-encoded tRNAs are mainly acquired by spermatozoa from epididymosomes or cytoplasmic droplets during the epididymal transit^4,10,11,13–16^. Conversely, mt-tRNAs can be actively transcribed in spermatozoa, as mtDNA transcription is specifically active in mature spermatozoa^27^. Indeed, full-length mt-tRNA transcripts are detected by standard RNA-seq in mature spermatozoa and upregulated following 2 weeks of HFD-feeding (Fig. 2h). Furthermore, reanalysing publicly available sncRNA-seq datasets generated from parallel epididymal sampling of epididymosomes and spermatozoa^13,38^ or sncRNA-seq of cauda spermatozoa and their associated cytoplasmic droplets^16^ we found mt-tsRNAs and mt-rsRNAs, almost exclusively in spermatozoa (Fig. 2i and Extended Data Fig. 4i–k). This is in keeping with sncRNAs of germline origin, such as piRNAs (Fig. 2i) and in contrast to sncRNAs of somatic or mixed origin, such as microRNAs and n-tsRNAs (Fig. 2i). 

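Mature cauda spermatozoa, the sperm cells stored in the last part of the epididymis, were purified by swim-up from mice fed for 2 weeks on HFD (60% of kcal from fat) or LFD (10% of kcal from fat). RNA from 3 samples per diet was made into Nextera libraries and sequenced in single-ended reads. The authors trimmed the reads with BBDuk, mapped them to GRCm38 with STAR and deposited the number of reads that featureCounts assigned to each gene, without normalization. The column names of that table give the diet of a library by their first letter (h or l) and a number that is not that of the sample titles, so each library is named here by its diet and its total count. The totals were 2994295, 3679276 and 4062321 counts on HFD (median 3679276) and 2560219, 2913166 and 3050543 on LFD (median 2913166). The paper states a minimum output of 40 M reads per sample, whereas all values here use the counts assigned to genes. A count of 0 in a library allows up to 3 counts, which is 0.738 to 1.17 CPM depending on the library, and this limit covers counting error only. Of 54838 genes in the table, 26903 had a count in some library, and edgeR's filterByExpr with a minimum count of 10 kept 8643 for the test. Counts were scaled by edgeR's TMM method, which set library size factors of 0.440 to 0.710 on HFD and 1.52 to 2.62 on LFD. Under this scaling the median log2 fold change of all tested genes was -0.07. It was 0.05 with DESeq2 size factors, -0.03 with TMM on nuclear genes alone, and -1.82 with library totals in place of TMM, so a change on the scale of library totals is read against -1.82. On genes encoded in mtDNA fell 80.5% ± 3.32 (SD, n = 3) of the counts of HFD libraries and 57.2% ± 11.9 (SD, n = 3) of those of LFD libraries, with ranges of 78.1 to 84.3% and 43.5 to 64.7% that did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.616 to 0.663 between HFD libraries, 0.749 to 0.868 between LFD libraries and 0.526 to 0.736 between libraries of different diets. The edgeR quasi-likelihood test (two-sided, Benjamini-Hochberg adjusted p under 0.05) called 0 genes, with a smallest adjusted p of 0.231. At an unadjusted p under 0.05 it gave 1124 genes, 724 higher and 400 lower on HFD. DESeq2 called 253 genes (235 higher, 18 lower; 1869 at an unadjusted p under 0.05), limma-voom 0 (1231 at an unadjusted p under 0.05), and a re-implementation of NOISeq at a probability above 0.8 called 234. Among the alternatives run for this count, library totals gave the most genes, 3266, and of the genes at an unadjusted p under 0.05 then 3 were higher and 4496 lower on HFD. The groups did not overlap for 1764 tested genes (20.4%), where chance gives 10%. On simulated counts with the spread of these libraries, edgeR recovered 21% of 200 genes changed by 2 on the log2 scale and DESeq2 51.5%. The changed genes were picked among nuclear genes above a minimum mean count. Recovery of single mtDNA-encoded genes or of genes with low counts was not simulated.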

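The mouse mtDNA carries 22 mt-tRNA genes of 59 to 75 bases. None is longer than a sequencing read, so a count here does not separate a full-length transcript from a fragment or from a precursor that spans neighbouring genes. In sperm, 15 of the 22 had a count in some library, 7 were at 0 in all 6 libraries, and 8 passed the filter on low counts. Summed over the 22 genes, mt-tRNA counts were 137 ± 14.7 CPM of the library total (SD, n = 3) on HFD and 112 ± 9.31 (SD, n = 3) on LFD, with no overlap between the diets (two-sided exact permutation test, p = 0.1, the smallest p the design allows). Taken over the counts on mtDNA-encoded genes in place of the library total, the order was the other way, with 171 ± 24.0 (SD, n = 3) on HFD and 201 ± 29.5 (SD, n = 3) on LFD (two-sided exact permutation test, p = 0.4). With TMM, all 8 tested genes were higher on HFD, with log2 fold changes of 0.64 to 2.59, whereas with library totals 5 were higher and 3 lower (-0.98 to 0.87) and with totals of mtDNA-encoded counts 3 were higher and 5 lower (-1.48 to 0.36). The groups did not overlap for 7 of the 8. Over all genes tested, edgeR's test called 0 of the 8, and adjusted over the list alone it called 5, with a smallest adjusted p of 0.00422. The paper reports mt-tRNAs from these same libraries, so the count over the list is not independent evidence. DESeq2 called 3 mt-tRNA genes, and the re-implemented NOISeq called 0, with a highest probability of 0.778.
The gene mt-Tf (ENSMUSG00000064336), which encodes the mt-tRNA for phenylalanine, lies on MT of GRCm38 from 1 to 68 on the plus strand and has the sequence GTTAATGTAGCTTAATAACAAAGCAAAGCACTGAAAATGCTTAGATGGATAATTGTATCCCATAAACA. Its TMM-scaled CPM was 33.8 ± 0.90 (SD, n = 3) on HFD and 7.04 ± 1.58 (SD, n = 3) on LFD, a log2 fold change of 2.26 (standard error 0.54, adjusted p = 0.231 from edgeR). The gene mt-Tl1 (ENSMUSG00000064340), for leucine, spans 2676 to 2750 on the plus strand and reads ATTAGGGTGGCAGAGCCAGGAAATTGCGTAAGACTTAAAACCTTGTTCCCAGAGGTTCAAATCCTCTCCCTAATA. Its CPM was 90.3 ± 43.1 (SD, n = 3) on HFD and 20.4 ± 9.88 (SD, n = 3) on LFD (log2 fold change 2.15, standard error 0.56, adjusted p = 0.231 from edgeR). The largest change was that of mt-Tc, 2.59 (standard error 0.83, adjusted p = 0.249 from edgeR), and mt-Tp changed by 2.13 (standard error 0.52, adjusted p = 0.231 from edgeR). The smallest was that of mt-Tl2, 0.64 (standard error 0.83, adjusted p = 0.798 from edgeR), which was -0.98 with library totals. It was 0.37 without the LFD library of 2560219 counts and 0.98 without the LFD library of 2913166.
The mt-tRNA set of Supplementary Table 8 holds 14 genes, of which the same 8 were tested, with a mean log2 fold change of 1.86 and a median of 2.14. The mean over the set was 1.99 with DESeq2 size factors, 1.90 with TMM on nuclear genes, 0.15 with library totals and -0.36 with totals of mtDNA-encoded counts, the last of these chosen after the values were seen. limma's fry rotation test on the edgeR fit, adjusted over 11 sets, gave an adjusted p of 0.0215, and over the alternatives without a block the adjusted p ran from 8.18e-08 to 0.315. limma's camera with a preset correlation of 0.01 gave an adjusted p of 8.18e-08, a call that held under fry and not with an estimated correlation (adjusted p = 0.315). The mean log2 CPM of the set, its score, was 4.30 ± 0.349 (SD, n = 3) on HFD and 2.55 ± 0.482 (SD, n = 3) on LFD, and all 3 HFD libraries lay above every LFD library (two-sided exact permutation test, p = 0.1, the smallest possible). Leaving out each library in turn kept the mean between 1.63 and 2.01, and the adjusted p of fry rose above 0.05 without the HFD library of 2994295 counts (0.0713), the HFD library of 3679276 (0.0659), the LFD library of 2560219 (0.0606) or the LFD library of 2913166 (0.0646).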

Confirming previously published findings^39^, our testis single-cell RNA-seq data also show that mtDNA transcription stops at the spermatocyte stage (Fig. 2j; see Extended Data Fig. 1i–k for spermatocyte annotation), without differences following HFD (Fig. 2j). Together with no detection of mt-sncRNAs in round spermatids (Extended Data Fig. 4l), these findings are against a possible flux of mt-sncRNAs from spermatogenesis to mature spermatozoa. They instead support a primary function of mature spermatozoa in sensing the environment—most likely through diet-induced modifications of the epididymal microenvironment^40^—and add sperm-borne mt-sncRNAs to the pool of potential transducing factors across generations.

## Epigenetic inheritance of mt-tRNAs

To study the intergenerational transfer of sperm-borne mtRNAs, we harnessed the genetic diversity of individual mtDNAs, and the maternal inheritance of mtDNA^41^. We generated hybrid embryos through in vitro fertilization (IVF) using cauda spermatozoa from eHFD-F_0_ and LFD-F_0_ C57BL/6N bucks and oocytes from inbred, homoplastic Staudach (ST; C57BL/6N-mt^ST^) dams. The ST and BL6 mtDNAs differ by 416 single nucleotide polymorphisms (SNPs)^42^ distributed along the mtDNA and present in some of the mt-tRNAs differentially expressed in cauda spermatozoa from eHFD-F_0_ mice. We then profiled the transcriptomes of about 200 single hybrid early two-cell embryos (embryonic day 1.5), to track the parental origin(s) of mtRNAs using the SNPs differentiating the two parental mouse strains (Fig. 3a).

**Fig. 3:**
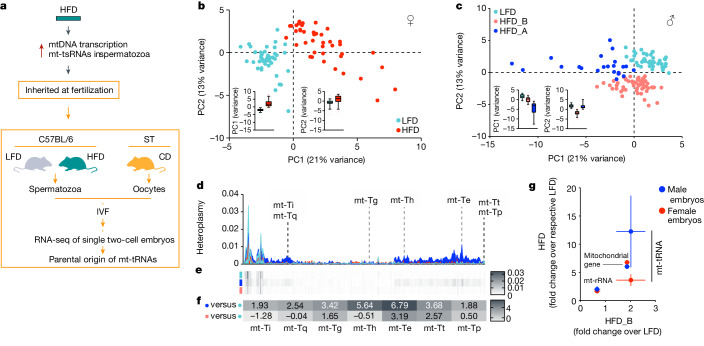
Sperm mt-tRNA sequences are transferred to the oocytes at fertilization. **a**, Experimental design to generate and analyse single hybrid early two-cell embryos generated through IVF with BL6 sperm (from LFD- or HFD-fed mice) and ST oocytes. **b**,**c**, PCA plot representation of mitochondrial transcriptomes in single female (**b**) and male (**c**) embryos. Insets represent the variance at the two main principal components (whiskers are the 5th and 95th percentile of the distribution; experimental and analytical details in the Methods). **d**,**e**, Density plot (**d**) and heat map (**e**) representation of the quantified heteroplasmy at the 416 SNPs mapped between BL6 and ST mitochondrial genomes. **f**, Relative heteroplasmy enrichment of the highlighted mt-tRNAs against LFD embryos. **g**, Biotype-specific heteroplasmy enrichment (over LFD) in male and female HFD embryos (HFD_B shown on the *x* axis; data represented as mean ± s.e.m.).

Principal component analysis (PCA)-based clustering of the single embryos using the nuclear transcriptomes shows complete overlap between embryos sired by LFD- or HFD-fed bucks (Extended Data Fig. 6a), suggesting no global paternal effect. The same analysis using mitochondrial transcriptomes highlights differential clustering between LFD- and HFD-sired female and male embryos (Fig. 3b,c). Whereas HFD-sired female embryos are homogeneously grouped into one single cluster (Fig. 3b and Extended Data Fig. 6b,c), male embryos form two independent clusters (Fig. 3c and Extended Data Fig. 6d,e), with HFD_A embryos (dark blue, about 30% of the HFD male embryo population) being characterized by a significant overexpression of mt-tRNAs (Extended Data Fig. 6d–f). To study the paternal contribution to the embryonic pool of mtRNAs, we quantified the frequency of paternal alleles (expressed as heteroplasmy = 1 − maternal allele frequency) at the 416 SNPs in the different embryo populations. Male HFD_A embryos show increased heteroplasmy compared to both HFD_B and LFD embryos (Extended Data Fig. 7a) especially at SNPs falling into mt-tRNAs (Fig. 3d–g). Female HFD embryos also show increased heteroplasmy compared to LFD embryos (Extended Data Fig. 7b,c), while featuring reduced heteroplasmy at mt-tRNAs (Fig. 3g) when compared to HFD_A embryos (HFD_A = 12×, HFD_B = 2×, HFD_female = 3.5× compared to the respective LFD).

With the caveat that other sperm RNAs can also be paternally inherited, these findings demonstrate—in a physiological setting—sperm-to-oocyte transfer of mtRNAs at fertilization.

The male-specific and 30%-penetrant offspring phenotype makes the preferential transfer of sperm mt-tRNAs to the HFD_A subpopulation of male embryos (Fig. 3g) intriguing.

## Analysis of early-embryo transcription

Differential gene expression analysis revealed substantial transcriptional reprogramming in HFD_A embryos compared to both LFD (Fig. 4a) and HFD_B (Extended Data Fig. 8a), with little to no variation in both HFD_B or female embryos when compared to their respective LFD controls (Extended Data Fig. 8b,c). Gene Ontology analysis of differentially expressed genes highlighted clustering of genes upregulated in HFD_A embryos to cellular metabolism terms (Fig. 4b), with oxidative phosphorylation (mostly Complex I; GO:0006119) being the top one (adjusted *P* value (*P*_adj_) < 10^−16^; Fig. 4b,c). Mammalian pre-implantation development represents an example of continuous metabolic adaptation^43^ in which developing embryos face a gradient of oxygen concentration from the oviduct to the uterus resulting in a sixfold increase in oxidative phosphorylation in blastocysts compared to cleavage-stage embryos^44^ (Fig. 4d). Premature activation of oxidative phosphorylation during pre-implantation development leads to alterations in embryo ultrastructures^45^, mitochondrial structure and function^46^ and glucose intolerance in adult mice^47^; and paternal diet can influence pre-implantation developmental timing and early-embryo metabolism^48^. Although the developmental timing of HFD_A embryos is maintained (Fig. 4e and Extended Data Fig. 8d), their gene expression profile suggests premature activation of oxidative metabolism associated with paternal overweight and inheritance of mt-tRNAs (Fig. 3g).

**Fig. 4:**
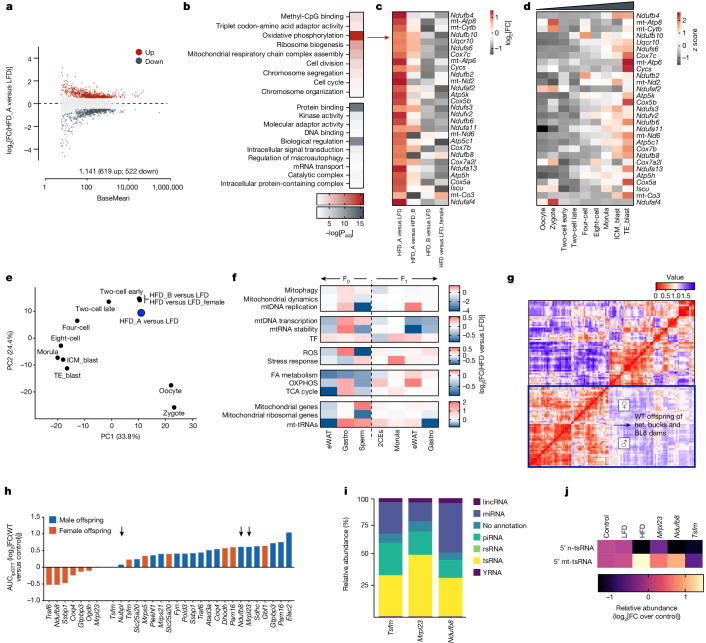
Double-edge connection between mitochondrial metabolism and paternal epigenetic inheritance. **a**, MA plot representation of differentially expressed genes in HFD_A versus LFD embryos. **b**, Gene Ontology-based functional enrichment analysis of differentially expressed genes in HFD_A versus LFD embryos (see Methods for details). **c**,**d**, Heat map representation of the relative expression (HFD versus LFD) of OXPHOS genes in early two-cell embryos (**c**) and in a publicly available dataset^58^ of single-embryo RNA-seq analysis of mouse pre-implantation development (**d**). TE_blast, trophectoderm blastocyst; ICM_blast, inner cell mass blastocyst. **e**, PCA-based representation of the developmental timing in HFD and LFD embryos laid over the analysis of mouse pre-implantation development of ref. ^58^. **f**, RNA-seq-based quantification of the expression of genes important for mitochondrial function across adult tissues and germ cells of male mice exposed to 2 weeks of HFD as well as early embryos and adult tissues from unexposed male offspring of HFD-fed fathers. 2CEs, two-cell embryos; TF, transcription factor; ROS, reactive oxygen species; gastro, gastrocnemius. **g**, Pearson-based correlation matrix of IMPC-derived metabolic phenotypes in WT offspring of parents heterozygous (het.) for IMPC-selected genes (see Methods for details). **h**, Bar plot representation of the relative (WT versus control) glucose intolerance (measured as AUC_ipGTT_) in WT offspring of fathers heterozygous for genes important for mitochondrial structure and function. Black arrows indicate genes for which cryopreserved heterozygous sperm samples were analysed. **i**, Distribution of sncRNA biotypes in cauda spermatozoa from the indicated mutant mice (*n* = 10 mice per gene). **j**, Heat map representation of the relative abundance of 5′ n-tsRNAs and 5′ mt-tsRNAs in mutant spermatozoa. Control, LFD and HFD samples are cryopreserved and resequenced to serve as reference and technical controls.

## Mitochondrial dysfunction mimics HFD

Oxidative phosphorylation is essential to cellular and organismal physiology^49^. Acute and chronic exposure of mice to HFD affect metabolic homeostasis and mitochondrial function in the brain^50^, peripheral tissues^51^ and germ cells^52^. Cells also try to compensate mitochondrial dysfunction by upregulating transcription of mtDNA^53^, as occurs in mature spermatozoa, which need healthy mitochondria for proper fertilization capacity^54^.

Comparing tissue transcriptomics from treated and control animals across two generations, we found consistent downregulation of genes important for mitochondrial metabolism in diet-exposed mice (for example, fatty acid metabolism; Fig. 4f). 

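For the F_0_ germ line, the sperm columns of Fig. 4f rest on the same 6 libraries, and each set was read as the mean over its genes of the edgeR log2 fold change of HFD over LFD. The fatty acid metabolism set, with 28 of its 31 genes tested, had a mean of -0.36 and a median of -0.49, with 8 genes higher and 20 lower (1 higher and 27 lower with library totals). Its adjusted p was 0.327 from limma's fry, and the smallest adjusted p of a member was 0.109 with edgeR adjusted over the list alone. Set scores were 4.76 ± 0.0408 (SD, n = 3) on HFD and 5.16 ± 0.424 (SD, n = 3) on LFD (two-sided exact permutation test, p = 0.4), a difference smaller than the spread between the LFD libraries. Without the LFD library of 2560219 counts the mean was -0.11. Members with the largest changes were Hadh at -2.26 (standard error 0.73, adjusted p = 0.249 from edgeR) and Acsbg2 at 1.91 (standard error 0.62, adjusted p = 0.249 from edgeR). With library totals, where all genes shift down together, the set mean was -2.18 (adjusted p = 0.0299 from fry; range over the alternatives without a block 0.0299 to 0.564).
The OXPHOS set (65 of 68 genes tested) had a mean of -0.41 and a median of -0.45, with 10 genes higher and 55 lower, and 0 higher and 65 lower with library totals. Its adjusted p was 0.317 from fry, 0.0277 from camera with the preset correlation and 0.564 with an estimated one. Scores were 3.44 ± 0.543 (SD, n = 3) on HFD and 3.97 ± 0.0638 (SD, n = 3) on LFD, with every HFD library below every LFD library (two-sided exact permutation test, p = 0.1, the smallest possible). Without the HFD library of 3679276 counts the mean was -0.21, without the LFD library of 2913166 it was -0.27, and without the HFD library of 2994295 it was -0.64. Within the set, Ndufb3 rose most (1.64, standard error 0.76, adjusted p = 0.382 from edgeR; -0.11 with library totals) and Atp5g1 fell most (-1.55, standard error 1.04, adjusted p = 0.573 from edgeR). The TCA cycle set (26 of 30 genes tested) had a mean of -0.13 and a median of -0.45, with 7 genes higher and 19 lower (1 higher and 25 lower with library totals), and an adjusted p of 0.335 from fry. TCA cycle scores were 4.04 ± 0.286 (SD, n = 3) on HFD and 4.31 ± 0.218 (SD, n = 3) on LFD (two-sided exact permutation test, p = 0.4). With DESeq2 size factors the mean of this set was -0.0053. Its mean with TMM was -0.0034 without the LFD library of 2560219 counts, -0.27 without the HFD library of 4062321, -0.26 without the LFD library of 3050543 and -0.38 without the HFD library of 2994295. Me1 rose most in this set (1.82, standard error 0.73, adjusted p = 0.308 from edgeR) and Mdh2 fell most (-1.63, standard error 0.58, adjusted p = 0.272 from edgeR). The mitochondrial ribosomal genes (26 of 35 tested) had a mean of -0.48 and a median of -0.71, with 6 higher and 20 lower (1 higher and 25 lower with library totals). This was the set of lower genes that passed fry (adjusted p = 0.0211), and the call did not hold with camera at the preset correlation (0.130) or at an estimated one (0.333), or without the HFD library of 3679276 counts (mean -0.59, adjusted p = 0.0659 from fry). Its scores were 2.14 ± 0.103 (SD, n = 3) on HFD and 2.78 ± 0.0732 (SD, n = 3) on LFD, without overlap (two-sided exact permutation test, p = 0.1, the smallest possible).

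**Figure D1:**
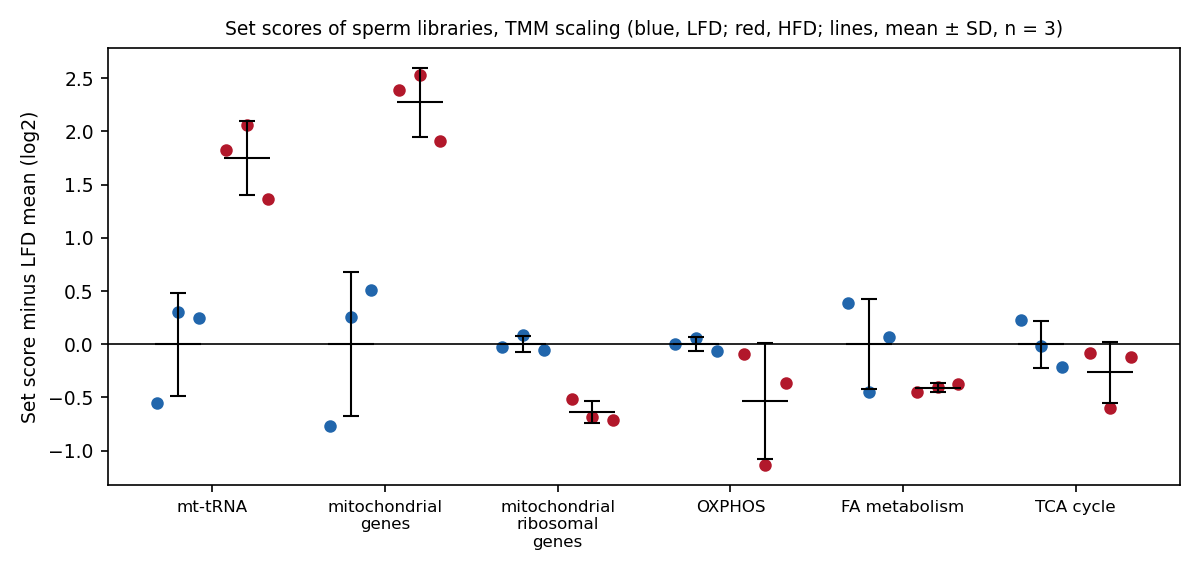
Set scores (mean log2 TMM-scaled CPM of the genes of a set) of each sperm library minus the mean of the LFD libraries, for 6 sets; points are libraries (blue, LFD; red, HFD), and lines with bars are the mean ± SD of n = 3. All HFD libraries lie above all LFD libraries for the mt-tRNA set and the mitochondrial genes, and below them for the ribosomal genes and OXPHOS, under TMM scaling; with library totals the mean of the mt-tRNA set was 0.15 and with mtDNA-encoded totals it turned to -0.36.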

In muscle and cauda spermatozoa, this is coupled to upregulation of the mtDNA transcriptional machinery (Fig. 4f). 

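Among the genes of Supplementary Table 8 that act on mtDNA and its transcripts, Tfam (a mitochondrial transcription factor) and Lrpprc (mtRNA stability) passed the filter on low counts in sperm. Tfam lies on chromosome 10 of GRCm38 from 71225464 to 71238280 on the minus strand. It had 13.7 ± 6.95 (SD, n = 3) TMM-scaled CPM on HFD and 6.36 ± 2.09 (SD, n = 3) on LFD, a log2 fold change of 1.10 (standard error 0.69, adjusted p = 0.548 from edgeR) that turned to -0.67 with library totals. Without the HFD library of 2994295 counts the change was 0.59, and the highest value with a library left out was 1.46. Lrpprc had 10.0 ± 4.78 (SD, n = 3) on HFD and 13.4 ± 5.09 (SD, n = 3) on LFD, a log2 fold change of -0.40 (standard error 0.65, adjusted p = 0.849 from edgeR), and -2.12 with library totals (adjusted p = 0.0429 from edgeR; range over the alternatives with 1 choice changed 0.0429 to 0.982). With all genes kept in the fit as well, its adjusted p was 0.0852 with library totals and 0.0359 with totals of mtDNA-encoded counts (log2 fold change -2.76), the latter chosen after the values were seen. The change of Lrpprc was -0.88 without the HFD library of 4062321 counts, -0.62 without the LFD library of 2913166, -0.19 without the LFD library of 2560219 and -0.15 without the HFD library of 3679276. For both genes the difference between the diets was smaller than, or about as large as, the spread between libraries of a diet. Polrmt (mtDNA transcription), Twnk (mtDNA replication) and Mterf4 (mtRNA translation) did not pass the filter. Polrmt had 6 counts over the HFD libraries and 13 over the LFD libraries, a TMM-scaled ratio of HFD to LFD of 1.20 (95% exact counting interval 0.374 to 3.38) that was 0.366 with library totals. The Polrmt ratio turned to 0.545 without the HFD library of 3679276 counts, which holds 4 of its 6 HFD counts. It was 0.905 without the LFD library of 2913166 and 1.83 without the LFD library of 2560219. Twnk had 2 and 67 counts, a ratio of 0.0776 (95% interval 0.00921 to 0.291), and 0.0237 with library totals. The LFD library of 2913166 counts holds 47 of the 67, and without it the ratio was 0.196. It was 0.0516 without the HFD library of 2994295 and 0.0509 without the LFD library of 2560219. Mterf4 had 18 and 27 counts, a ratio of 1.73 (95% interval 0.899 to 3.26), and 0.529 with library totals. Its ratio was 3.10 without the HFD library of 4062321 counts and 1.15 without the HFD library of 2994295. These intervals cover counting error only and not the spread between libraries. With all genes kept in the edgeR fit, the adjusted p was 0.964 for Polrmt, 0.384 for Twnk and 0.737 for Mterf4. Twnk passed the threshold in that fit with library totals (log2 fold change -5.09, adjusted p = 0.0222 from edgeR) and with totals of mtDNA-encoded counts, chosen after the values were seen (adjusted p = 0.0165; range over the scalings 0.0165 to 0.401), where all genes shift down together. The former call was lost without the HFD library of 2994295 counts (adjusted p = 0.0544 from edgeR), the HFD library of 3679276 (0.0848), the LFD library of 2913166 (0.232) or the LFD library of 3050543 (0.0609). The latter was lost without the HFD library of 2994295 (0.0726), the HFD library of 3679276 (0.0979) or the LFD library of 2913166 (0.138).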

Early embryos and F_1_ somatic tissues instead show consistent upregulation of genes important for mitochondrial metabolism (Fig. 4f right side), whereas only early embryos maintain the paternal upregulation of mt-tRNAs (Fig. 4f).

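Morulae, embryos at the stage before the blastocyst, came from sperm of fathers fed for 2 weeks on HFD or LFD and were picked after 72 h of culture, with 3 samples per diet. Their Nextera libraries were sequenced in paired-ended reads, and the authors deposited featureCounts numbers per gene, made as for spermatozoa and without normalization. For 3 of the 6 samples, a description field of the deposited labels names the other diet than the sample title and the treatment field do; the title and treatment were followed, and the letters H and L in the column names of the table give 3 libraries per diet as they do. The numbers in the column names (1 to 3 on LFD, 5 to 7 on HFD) are not those of the titles, so which library belongs to which title is not known, and the other grouping was not run. Totals were 11606215, 11776603 and 12153141 counts on HFD (median 11776603) and 11471251, 11864264 and 12133872 on LFD (median 11864264), which are the counts all values use. A count of 0 allows 0.247 to 0.262 CPM, counting error only. The table lists 55487 genes, 29785 had a count, and 13447 were tested with the filter, scaling and test used for spermatozoa. TMM factors lay between 0.962 and 1.04, and the median log2 fold change of all tested genes was 0.013 with TMM and 0.035 with library totals. Genes encoded in mtDNA took 25.5% ± 1.58 (SD, n = 3) of the counts on HFD and 24.8% ± 1.78 (SD, n = 3) on LFD. Pearson's r across genes, which are not independent replicates, was 0.951 to 0.964 over all pairs of libraries. edgeR called 0 genes (smallest adjusted p 0.456) and gave 858 at an unadjusted p under 0.05, 477 higher and 381 lower on HFD. DESeq2 called 16 (5 higher, 11 lower; 1111 at an unadjusted p under 0.05), limma-voom 0 (900 at an unadjusted p under 0.05) and the re-implemented NOISeq 1, while edgeR without a filter on low counts called 63. Without the HFD library of 11776603 counts, edgeR called 2. The groups did not overlap for 1630 tested genes (12.1%), where chance gives 10%. On simulated counts with the spread of these libraries, edgeR recovered 98% of 200 genes changed by 2 on the log2 scale, again picked among nuclear genes above a minimum mean count.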

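In morulae, 21 of the 22 mt-tRNA genes had counts and 18 were tested. Their summed counts were 483 ± 102 CPM (SD, n = 3) on HFD and 356 ± 87.2 (SD, n = 3) on LFD (two-sided exact permutation test, p = 0.2). All 18 were higher on HFD with TMM, with log2 fold changes of 0.08 to 1.80. edgeR called 0 of them over all genes tested and 0 adjusted over the list alone, where the smallest adjusted p was 0.161, and DESeq2 and the re-implemented NOISeq called 0. The mt-tRNA set of Supplementary Table 8 (13 of 14 genes tested) had a mean log2 fold change of 0.52 and a median of 0.45, and all 13 genes were higher under every scaling tried. Its adjusted p was 0.918 from limma's fry, 7.58e-05 from camera with the preset correlation, a call that fry did not make, and 0.849 from camera with an estimated correlation. Set scores were 4.25 ± 0.506 (SD, n = 3) on HFD and 3.69 ± 0.717 (SD, n = 3) on LFD (two-sided exact permutation test, p = 0.4), a difference about as large as the spread between libraries of a diet. The mean was 0.69 over all mt-tRNA genes, 0.25 without the LFD library of 12133872 counts, 0.31 without the HFD library of 12153141 and 0.78 without the LFD library of 11864264. mt-Tl2 changed by 1.12 (standard error 0.53, adjusted p = 0.769 from edgeR; 0.0225 with no filter on low counts, range over the alternatives 0.0225 to 0.998). Without the LFD library of 12133872 counts mt-Tl2 was 0.67. mt-Tc changed by 0.73 (standard error 0.45, adjusted p = 0.844 from edgeR; 0.00415 with no filter, range over the alternatives 0.00415 to 0.998). It was 0.29 without the LFD library of 12133872 counts, 0.37 without the HFD library of 12153141 and 1.26 without the LFD library of 11864264. mt-Tl1 changed by 0.31 (standard error 0.13, adjusted p = 0.742 from edgeR; 0.16 without the LFD library of 12133872 counts). mt-Tf, at 0.080 (standard error 0.20, adjusted p = 0.971 from edgeR), turned to -0.016 without the HFD library of 12153141 counts. It was 0.0079 without the HFD library of 11776603 and 0.22 without the HFD library of 11606215.
The sets of nuclear genes for mitochondrial metabolism showed mean changes close to 0 in morulae, each with an adjusted p of 0.918 from fry. The OXPHOS set (63 genes tested) had a mean of -0.013, with 27 genes higher and 36 lower, and its sign turned with library totals (0.0064), without the HFD library of 11606215 counts (0.035) and without the LFD library of 12133872 (0.023). The fatty acid metabolism set (28 genes tested, 13 higher and 15 lower) had a mean of -0.012, which became 0.0082 with library totals and lay between -0.19 and -0.0040 with each library left out, and the TCA cycle set (28 genes tested, 9 higher and 19 lower) had a mean of -0.053. Of the genes for mtDNA maintenance and expression, Polrmt changed by 0.20, Twnk by -0.21 and Mterf4 by -0.10, and Tfam by 0.03 and Lrpprc by -0.01, whose signs turned in some alternatives. Twnk was -0.041 without the HFD library of 11776603 counts, -0.31 without the HFD library of 11606215 and -0.32 without the HFD library of 12153141. Mterf4 was -0.0023 without the LFD library of 11864264, -0.063 without the HFD library of 11776603, -0.17 without the HFD library of 12153141 and -0.20 without the LFD library of 11471251. The mtDNA-encoded mt-Atp6, mt-Co2 and mt-Co3 changed by -0.98, -0.82 and -0.88 (adjusted p = 0.456 each from edgeR; 2.03e-12, 5.54e-06 and 0.0511 with no filter on low counts, and up to 0.998 over the alternatives). Their counts are uncertain, since each of the 3 has a near-identical nuclear copy that the counting could have shared reads with. From Fig. 4f, the paper states that early embryos maintain the rise of mt-tRNAs seen in the fathers and show higher expression of genes for mitochondrial metabolism. Its early embryos include those of an earlier stage, compared as HFD_A against HFD_B and not read here. In morula, the group means of Supplementary Table 8 themselves give 0.016 for OXPHOS, -0.040 for fatty acid metabolism and 0.0088 for the TCA cycle.

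**Figure D2:**
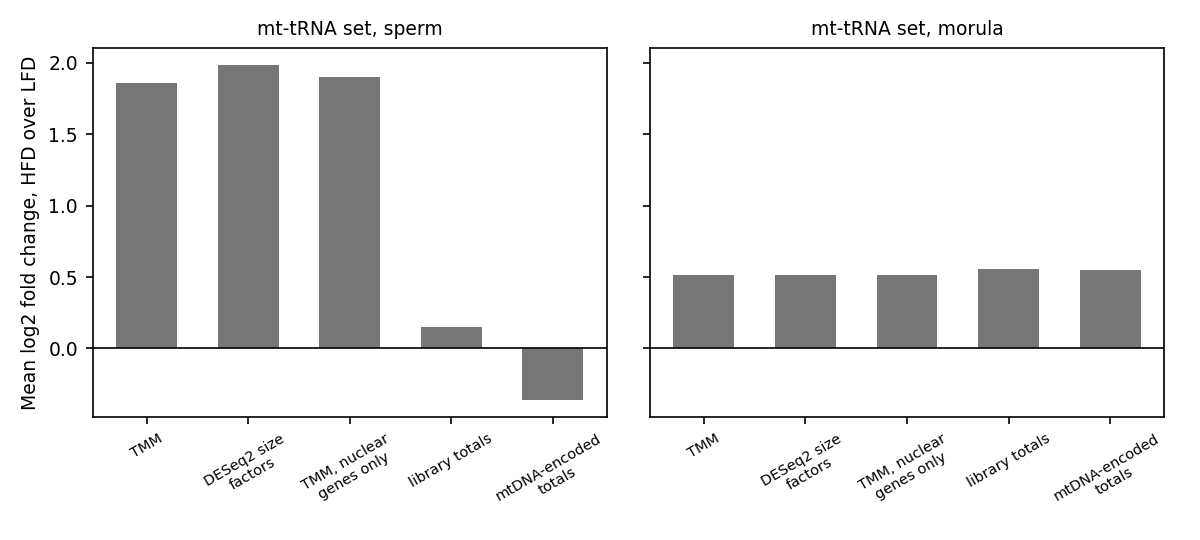
Mean log2 fold change, HFD over LFD, of the mt-tRNA set of Supplementary Table 8 in sperm (left) and morula (right) under 5 scalings of the counts; each bar is the mean over the tested genes, from 3 libraries per diet. In sperm the bars run from 1.99 with DESeq2 size factors to 0.15 with library totals and turn to -0.36 with mtDNA-encoded totals, and in morula they lie between 0.51 and 0.55.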

From these results, we reason that the upregulation of mt-tRNAs (and their 5′ fragments) in cauda spermatozoa is a compensatory response to the diet-induced mitochondrial dysfunction (Extended Data Fig. 8e).

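The mtDNA transcripts of spermatozoa were also read as protein-coding genes and rRNAs. The set of mitochondrial genes in Supplementary Table 8 (8 of 8 tested) had a mean log2 fold change of 2.22, with 8 genes higher with TMM, a mean of 0.54 with library totals, and 5 genes higher and 3 lower (mean 0.035) with totals of mtDNA-encoded counts, a scaling chosen after the values were seen. Its adjusted p was 0.0211 from limma's fry, 1.85e-13 from camera with the preset correlation and 0.315 with an estimated one. edgeR called 0 of the 8 over all genes tested and all 8 adjusted over the list alone (smallest adjusted p 0.00947), a list that the paper shows for these same libraries, so this count is not independent evidence. Scores were 12.2 ± 0.326 (SD, n = 3) on HFD and 9.97 ± 0.678 (SD, n = 3) on LFD, and all 3 HFD libraries were above every LFD library (two-sided exact permutation test, p = 0.1, the smallest possible). With each library left out, the mean lay between 1.95 and 2.48, and the adjusted p of fry passed 0.05 without the HFD library of 2994295 counts (0.0713), the HFD library of 3679276 (0.0659) or the LFD library of 2913166 (0.0646). mt-Nd2 had the largest change of the set (2.43, standard error 0.64, adjusted p = 0.231 from edgeR) and mt-Nd3 the smallest (1.98, standard error 0.82, adjusted p = 0.319 from edgeR); mt-Nd3 is uncertain, since a nuclear gene, Gm28438, is a near-identical copy. The rRNA genes mt-Rnr1 and mt-Rnr2 changed by 2.29 (standard error 1.10, adjusted p = 0.401 from edgeR) and 2.11 (standard error 1.22, adjusted p = 0.504 from edgeR), and by 0.60 and 0.44 with library totals. Genes from mt-Ts1 to mt-Tg, mt-Co2, mt-Atp8, mt-Atp6 and mt-Co3 among them, had 0 or 1 count in every sperm library and give no comparison. The mt-tRNA set score averages the genes past the filter, 8 in sperm and 13 in morula. On this score, the effect of the diet on mt-tRNAs was 1.75 in sperm and 0.56 in morula. Their difference was 1.19 (two-sided permutation of the diet labels within each experiment, 400 arrangements, p = 0.25, where the smallest possible is 0.005), so it did not exceed what other arrangements give, and it was -0.45 (permutation p = 0.5) with library totals, a scaling chosen here after the values were seen. The permutation assumes no effect of the diet in either experiment, so it does not test whether the effects are equal. From the lower expression of genes for mitochondrial metabolism and the higher expression of the machinery that transcribes mtDNA in Fig. 4f, the paper reasons that the rise of mt-tRNAs in cauda spermatozoa compensates for mitochondrial dysfunction caused by the diet.

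**Figure D3:**
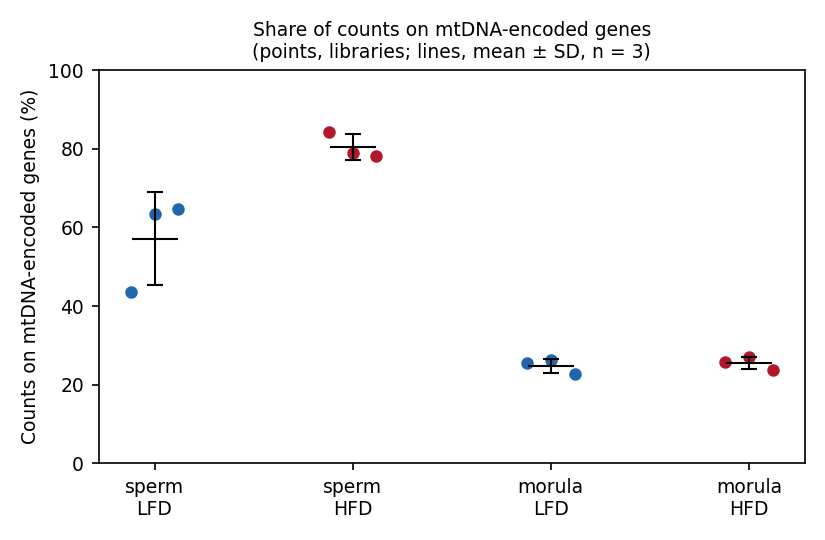
Percent of all gene counts of a library that fell on mtDNA-encoded genes, in sperm and morula by diet (points, libraries; lines with bars, mean ± SD of n = 3). Sperm libraries on HFD lie between 78.1 and 84.3% and those on LFD between 43.5 and 64.7%, and all morula libraries lie between 22.8 and 26.9%.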

To test the hypothesis that paternal mitochondrial dysfunction could affect sperm mt-tRNAs and induce intergenerational glucose intolerance, we used the systemic phenotype data resource of the IMPC^29^ and extracted metabolic parameters measured in wild-type (WT) offspring of parents heterozygous for genes involved in mitochondrial structure and function. With most of these genes being lethal in homozygosity^55^ and/or compromising fertility^55^, our final dataset included parent-of-origin information. Pearson-based co-correlation analysis of WT offspring phenotypes indicated specific paternal effects (Fig. 4g, bottom left cluster) with increased adiposity (fat/body weight) and glucose intolerance (area under the curve of an intraperitoneal glucose tolerance test (AUC_ipGTT_)) mainly in male offspring (Fig. 4h and Extended Data Fig. 8f). The mutant lines phenotyped by the IMPC are archived as cryopreserved sperm and available to the community through the European Mouse Mutant Archive (EMMA^56^). We obtained frozen sperm for three lines: *Mrpl23* (mitochondrial ribosomal protein L23), *Ndufb8* (NADH:ubiquinone oxidoreductase subunit B8) and *Tsfm* (Ts translation elongation factor, mitochondrial). Whereas paternal manipulation of *Mrpl23* and *Ndufb8* reprograms offspring metabolism, *Tsfm* fails in this process (Fig. 4h), thus serving as a suitable negative control for initial mechanistic dissections. sncRNA-seq of cryopreserved sperm samples from the three mutant lines revealed the expected biotypes distribution (Fig. 4i) and a striking accumulation of 5′ mt-tsRNAs in *Mrpl23* and *Ndufb8* mutants, but not *Tsfm* (Fig. 4j and Extended Data Fig. 8g–i). These results are in keeping with the failure of *Tsfm*-mutant bucks to reprogram offspring glucose metabolism (Fig. 4i) and phenocopy paternal HFD exposure, supporting the proposal that mitochondrial dysfunction triggers the observed intergenerational paternal effects.

## Conclusions and perspectives

This study shows that acute HFD-feeding or genetic induction of mitochondrial dysfunction in male mice leads to impaired glucose homeostasis in male (WT and unexposed) offspring (Figs. 1 and 4). Mechanistically, this is associated with an accumulation of mt-tRNAs transcribed and fragmented in mature spermatozoa (Figs. 2 and 4) and transferred to the oocyte at fertilization (Fig. 3). The resulting early two-cell embryos show significantly altered transcription of genes important for oxidative metabolism (Fig. 4), shown to predispose to adult-onset glucose intolerance^46^.

Evolutionarily, these findings present a fully reversible mechanism (Fig. 1 and Extended Data Figs. 2 and 4) by which male parents update the offspring on their metabolic health by transferring mitochondrial signals and thereby overcoming the mechanisms by which fertilized oocytes eliminate sperm mitochondria^57^. Despite the lack of zygotic microinjections data demonstrating that mt-tsRNAs are sufficient to transfer the metabolic phenotypes, and therefore with the standing caveat that other sncRNAs (and epigenetic factors) can contribute to the observed paternal effects; the robustness, the strength, the dynamic and the reversibility of the mt-tRNA signature makes these sperm-borne RNAs suitable candidates for new strategies to monitor preconception lifestyle interventions aimed at preventing the spread of metabolic disorders through paternal epigenetic inheritance.

## Methods

### HFD–LFD experiment in mice (F_0_–F_1_)

#### Animal housing, diet composition and breeding strategies

C57BL/6N male and female mice were purchased from Charles River Laboratories Germany. All animals were fed ad libitum and housed at constant temperature (22 ± 1 °C) and controlled humidity in ventilated cages on a 12 h:12 h light/dark cycle.

For eHFD treatment, 6-week-old male mice were randomly assigned to two groups fed for 2 weeks with purified HFD (rodent diet with 60 kcal% from fat; Research Diet D12492i) or LFD control diet (rodent diet with 10 kcal% from fat; Research Diet D12450B) and subsequently mated with a single unexposed, virgin female of the same age. For sHFD treatment, 6-week-old male mice were randomly assigned to two groups fed for 2 weeks with purified HFD (rodent diet with 60 kcal% from fat; Research Diet D12492i) or LFD control diet (rodent diet with 10 kcal% from fat; Research Diet D12450B), mated with a single unexposed virgin female (to empty the epididymis) and moved back to a standard chow diet for 4 weeks. These animals were subsequently mated with a single, virgin and aged-matched female to generate the offspring cohort.

At the time of mating, both males and females were fed ad libitum on a standard chow diet. To avoid isolation during gestation, males were removed from the cage after delivery and the mothers were maintained individually throughout newborn nursing and lactation. Litter size was adjusted to 6–8 whenever the number of pups was higher, to avoid undernourishment.

Offspring from LFD or HFD males and WT unexposed females were named F_1_. F_1_ animals were weaned at 21 days post-partum and kept on ad libitum chow diet for their entire life.

All animal experiments have been carried out according to the European Union directive 2010/63/EU and were approved by the responsible authorities of the government of Upper Bavaria, under licence number ROB-55.2-2532.Vet_02-17-33.

All efforts have been made to minimize suffering by considerate housing and husbandry. All phenotyping procedures were examined for potential refinements. Animal welfare was assessed routinely for all mice involved. Data from animal experiments are reported in accordance with the ARRIVE guidelines^59^.

#### Phenotyping pipeline

Body weight and relative lean and fat mass were measured in exposed F_0_ animals before and after the dietary challenge, as well as in chow-fed F_1_ animals bi-weekly from 4 to 14 weeks of age. Body composition was determined by nuclear magnetic resonance spectroscopy with a Minispec NMR analyser (Brucker Optics), according to the manufacturer’s instructions. ipGTTs were conducted on 8- or 12-week-old F_0_ mice and 16- and 24-week-old F_1_ mice after an overnight fasting period of 16 h (from 6 pm to 10 am). A ratio of 2 g of glucose per kilogram of fasting body weight was injected. Blood glucose levels were determined before and after the injection at 15, 30, 60 and 120 min using the Roche AccuChek Aviva blood glucose meter. Plasma samples were separated from the whole blood, collected in EDTA-coated microvettes (Sarstedt) at time 0, 30 and 60 min, and snap-frozen in liquid nitrogen for further analyses.

Insulin tolerance tests were carried out on 25-week-old F_1_ mice after 6 h fasting (from 6 am to 12 pm). Mice were injected with 0.5 U insulin per kilogram of body weight. Blood glucose was measured before the intraperitoneal injection and at 15, 30, 60 and 120 min using the Roche AccuChek Aviva blood glucose meter.

#### Analysis of spermatogenesis and sperm function

Testis from 8-week-old mice exposed to 2 weeks of LFD- or HFD-feeding were dissected and processed for histology (*n* = 5 mice per diet), and purification of round spermatids for RNA and sncRNA-seq (*n* = 3 mice per diet) or further processed for single-cell RNA-seq (*n* = 3 mice per diet).

#### Testis staining and histology

Testis sections were fixed for 48 h in 10% formalin, dehydrated through ethanol series, cleared in xylene and embedded in paraffin. After rehydration, 4-μm sections were stained with haematoxylin and eosin, according to the manufacturer’s instructions. For immunohistochemical analysis, 1.5-μm sections were dewaxed by standard techniques. Heat treatment was carried out for antigen retrieval in sodium citrate buffer. Endogenous peroxidase activity was quenched with 3% H_2_O_2_ in methanol at room temperature for 5 min. Incubation with primary antibodies was carried out overnight at 4 °C in blocking buffer (TBS–Tween 1%), and chromogenic reactions were carried out. Staining was carried out using the automatic Discovery XT (Ventana Systems) stainer, following preset protocols. Sections were subjected to EDTA-based antigen retrieval for 20 min and protein block (Dako, DS9390) for 12 min. Sections were then examined under an Olympus microscope. The primary antibody was TRA98 (Abcam Ab82527; 1:1,000); secondary antibody was rabbit anti-rat IgG H&L (HRP; Abcam Ab6734; 1:1,000). The diameters of 60–70 seminiferous tubuli were measured from cross-sectional areas of TRA98-stained testes and expressed as the average of the horizontal and vertical diameters.

#### Round spermatid isolation

Round spermatids were isolated using a modified density gradient protocol optimized for round spermatids as previously described^60^. A minimum of 85–90% purity was microscopically checked. Total RNA was prepared using the RNAeasy Mini Kit (QIAGEN) according to the manufacturer’s instructions. RNA concentration and integrity were controlled on a Bioanalyzer system (Agilent) and only RNA samples with a RIN (RNA integrity number) value > 7 were considered for downstream applications. A 50 ng quantity of total RNA was used to prepare total (Ribo-minus) and sncRNA-seq libraries as described below.

#### Cauda sperm isolation and analysis

Mature cauda spermatozoa were purified by a swim-up procedure^61^ from mice fed on HFD or LFD for 2 weeks (eHFD) and/or allowed to recover on chow diet for 4 weeks after the dietary challenge (sHFD).

Briefly, the cauda and the vas deferens were cut into small pieces, placed in 500 μl Donners medium (25 mM NaHCO_3_, 20 mg ml^−1^ BSA, 1 mM sodium pyruvate and 0.53% (vol/vol) sodium dl-lactate in Donners stock; Donners stock: 135 mM NaCl, 5 mM KCl, 1 mM MgSO_4_, 2 mM CaCl_2_ and 30 mM HEPES, pH 7.4, filtered through a 0.22-μM filter and stored at room temperature), filled up to 2 ml, centrifuged for 2 min at 1,200 r.p.m. and then incubated at 37 °C for 1 h. Afterwards, 1.5 ml of supernatant (composed mainly of motile sperm) was transferred into a new 1.5-ml tube, centrifuged for 2 min at 1,200 r.p.m. and incubated for 30 min at 37 °C. A 1 ml volume of supernatant was then collected, and centrifuged for 5 min at 4,800 r.p.m. The supernatant was discarded and the pellet was resuspended in a cell lysis buffer (SDS 0.01%, Triton X-100 0.005%, dissolved in RNAse-free water) and incubated on ice for 30 min. Samples were then centrifuged at 4,800 r.p.m., washed with cold 1× PBS, resuspended in 500 μl of TRIzol reagent (Thermo Fisher) and stored at −80 °C until further processing. Total RNA was prepared using the RNAeasy Mini Kit (QIAGEN 74104) or the miRNeasy Micro Kit (QIAGEN 1071023) according to the manufacturer’s instructions.

A 10–15-μl aliquot of PBS-washed motile spermatozoa was used to microscopically check somatic cell contamination (only samples with no visible somatic cells were considered for downstream applications) and for functional analyses. Sperm concentration, motility and progressive motility have been calculated using an automated computer-assisted semen analysis (Hamilton Thorn IVOS II) according to the manufacturer’s instructions.

#### IVF and embryo analysis

Oocyte isolation and IVF were conducted following standardized procedures of the INFRAFRONTIER consortium as previously described^21^. Briefly, male gamete donors were euthanized at 8 weeks of age, after the 2-week exposure to LFD or HFD. Mature sperm cells were obtained from cauda epididymis as described above. WT unexposed female oocyte donors were euthanized the same day at 10–11 weeks of age, after superovulation induced with 7.5 U of pregnant mare serum gonadotropin and 7.5 U of human chorionic gonadotropin before being killed for oocyte collection. The sperm and the oocytes were co-cultured for 4–6 h. Subsequently, the oocytes were transferred and incubated in high-calcium human tubal fluid (HTF) culture medium at 37 °C and 5% CO_2_. First-cleavage (zygote to two-cell embryo) rate and rate of blastocyst development were measured to assess embryonic development and complement sperm functional analysis in determining the effects of HFD on male reproductive fitness.

Morulae were microscopically checked and individually picked after incubating fertilized oocytes in high-calcium HTF for 72 h.

#### Testes single-cell RNA-seq library preparation

Testes from 8-week-old mice fed on HFD or LFD for 2 weeks (*n* = 3 per group) were processed to obtain a single-cell suspension^60^. Briefly, testes were decapsulated and incubated with 1 mg ml^−1^ collagenase IV (3 min, 37 °C), washed twice with warm 1× KREBS (10× KREBS: 3.26 g KH_2_PO_4_, 139.5 g NaCl, 5.89 g MgSO_4_⋅7H_2_O, 50 g dextrose, 3.78 g CaCl_2_⋅2H_2_O, 7.12 g KCl in 2 l water and filtered with 0.22 µm) by sedimentation, incubated with DNAse I plus 0.25% trypsin (Gibco; 15–20 min at 34 °C), filtered with a 40-μm filter, centrifuged at 600*g*, 5 min at 4 °C, washed twice with cold 1× KREBS and resuspended with 1 ml 1× PBS + 0.04% BSA. Ten thousand cells were targeted using the Chromium Next GEM Chip G Single Cell and the Chromium Next GEM Single Cell 3′ Gel Bead Kit v3.1. Chromium Next GEM Single Cell 3′ GEM Kit v3.1 was used for cDNA synthesis and Chromium Next GEM Single Cell 3′ Library Kit v3.1 was used for library preparation following the ChromiumNextGEMSingleCell3_v3.1_Rev_D user guide (10x Genomics). Libraries were verified using a 2100 Bioanalyzer (Agilent). Samples were paired-end sequenced on an Illumina NovaSeq 6000 platform following the number of cycles recommended by 10x Genomics.

#### Testes single-cell RNA-seq analysis

Raw sequencing data were demultiplexed using the Cell Ranger (10x Genomics) mkfastq to obtain fastq files for each sample. Demultiplexed reads were processed and mapped to the mouse genome (refdata-gex-mm10-2020-A), and filtering and unique molecular identifier counting were carried out to obtain gene transcript counts per cell (gene barcode matrix) using the Cell Ranger (version 6.0.1) count function (Supplementary Table 1).

Cell Ranger-filtered count matrices for each sample were imported into R and Seurat R objects (version 4.3.0) were created^62^. For each sample, further filtering was conducted to select high-quality cells. We filtered raw count matrices by excluding cells expressing fewer than 200 detectably expressed genes and genes expressed in fewer than three cells. Cells with more than 40,000 detected features (nFeature_RNA) per cell were excluded. All of the samples were combined using the merge function. Gene expression counts were normalized with a scale factor of 10,000 and a log(1 + *n*) transformation, using the Seurat NormalizeData function. The CellCycleScoring function was used to infer cell cycle phase, as it determines relative expression of a large set of G2/M- and S-phase genes. The highly variable genes were identified using the FindVariableFeatures function. The Seurat object was subsequently scaled and analysed by PCA. After PCA, we used the RunHarmony function in the Harmony R package^63^ for integration.

The top 30 principal components were used to carry out the uniform manifold approximation and projection dimensional reduction. We then constructed the nearest-neighbour graph with the FindNeighbors function with the reduction as ‘harmony’, and dimensionality reduction as 1:30. Clusters were then identified using the FindClusters function with the resolution parameter of 0.3, which resulted in 18 clusters. Markers of each cluster were identified using the FindAllMarkers function with a Wilcoxon rank sum test. Cell types were assigned on the basis of publicly available testes single-cell datasets from age-matched mice^64^. The raw count gene expression data were used to carry out differential gene expression for all of the clusters and bulk using the DESeq2 package (Supplementary Table 2).

#### sncRNA-seq library preparation

A 10–50 ng quantity of total RNA from round spermatids (50 ng; *n* = 3 per group) and cauda spermatozoa (10 ng; *n* = 3 per group) from mice fed on HFD or LFD for 2 weeks or cauda spermatozoa from mice fed on HFD or LFD for 2 weeks, mated and allowed to recover on chow diet for 4 weeks (10 ng; *n* = 3 per group) was used for sncRNA library preparation. Libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB E7560S) with 5′ and 3′ adaptors diluted 1:5 and 15 PCR amplification cycles. Libraries were verified using a 2100 Bioanalyzer (Agilent) and paired-end (read length =  150 base pairs (bp)) sequenced with the Illumina NovaSeq 6000 platform. Although allowing robust detection of all sncRNA biotypes, this library preparation method does not efficiently capture highly modified sncRNAs, such as tsRNAs and rsRNAs.

#### sncRNA-seq analysis

Raw sequencing data were quality checked using MultiQC v1.11. Reads were trimmed using cutadapt 2.8 according to the kit manufacturer’s instructions. Trimmed and quality-filtered reads were used for further analysis. Sequencing files were aligned and annotated to the mouse genome (mm10) using the SPORTS1.1 pipeline^65^ with default parameters and a maximum number of mismatches of 2. Reference genome and small RNA annotation databases were downloaded from the SPORTS website (https://github.com/junchaoshi/sports1.1). This included the mm10 genome files, miRNA from miRbase 21, rRNA from National Center for Biotechnology Information (NCBI) Nucleotide, tRNA from GtRNAdb, piRNA from pirBase and piRNAbank, other ncRNA from ensembl (release-89), and rfam 12.3. The raw count tables generated by SPORTS were annotated to small RNA biotypes. Averages were aggregated across biotypes (rsRNA, tsRNA, miRNA, piRNA and so on) using the default annotations in SPORTS result output files.

The downstream analysis was carried out as previously described^66^ with few modifications. Briefly, counts were converted into reads per million (RPM). The fragments with at least 0.01 RPM in all of the samples and lengths between 16 and 45 nucleotides were retained for further analysis. Next, edgeR was used to identify differentially expressed fragments. All of the analyses were carried out using different packages in R version 4.1.2 and Bioconductor version 3.14.

#### RNA-seq library construction

Round spermatids, cauda spermatozoa and morula library construction and sequencing were outsourced to IGA Technology Services. Libraries were constructed using the Nextera Library Prep Kit (Illumina) according to the manufacturer’s instructions and sequenced on an Illumina HiSeq 2500 at 75-bp paired-ended (round spermatids and morula) or single-ended (cauda spermatozoa), with a minimum output of 40 million reads per sample.

Liver, muscle and epididymal white adipose tissue total RNA was prepared using TRIzol reagent (Thermo Fisher) according to the manufacturer’s instructions. RNA concentration and integrity were controlled on a Bioanalyzer system (Agilent) and only RNA samples with RIN values > 7 were used for downstream applications. Sequencing libraries were prepared by using the Quantseq 3′ mRNA-Seq mRNA Library Prep Kit FWD for Illumina (Lexogen) with i7 indexes (Lexogen) according to the manufacturer’s instructions. Libraries were sequenced on an Illumina HiSeq 2500 at 50-bp single-ended, with a minimum output of 40–50 million reads per sample.

#### RNA-seq data analysis

Reads mapping and differential expression analysis were carried out using the A.I.R. (Artificial Intelligence RNA-Seq) software from Sequentia Biotech with the following pipeline: BBDuk (reads trimming; BBDUkguide), STAR (reads mapping to the mouse genome GRCm38 (ENSEMBL); https://github.com/alexdobin/STAR), featureCounts (gene expression quantification; https://subread.sourceforge.net/featureCounts.html) and NOISeq (statistical analysis of differentially expressed genes; http://bioinfo.cipf.es/noiseq/doku.php). Compared to other methods to calculate differential expression, NOISeq is a data-adaptive non-parametric method specifically designed to account for high variability across replicates and genes with low expression levels^67^, a feature of RNA-seq datasets from both germ cells and developing embryos. Heat map and PCA analyses were carried out with the web application ClustVis using default parameters^68^ (Fig. 1c and Extended Data Figs. 1h, 2h, 6b,d and 8d,f) or with GraphPad Prism 8 or 9. Enrichment analyses were carried out with Enrichr^69^ or g:Profiler^70^ with default parameters.

For the heat map in Fig. 4f, plotted are manually annotated gene sets associated with multiple mitochondrial functions (see Supplementary Table 8 for the full list of genes). 

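Supplementary Table 8 lists 216 genes in 15 functions, 4 of which hold a single gene (Twnk, Polrmt, Lrpprc and Mterf4), and gives a mean expression value per group for each gene. The other 11 functions were tested as sets in sperm and in morula. Besides the sets described at Fig. 4f, 12 tests of a set remain over both experiments, and limma's fry called 0 of these at an adjusted p under 0.05 with TMM and 5 with library totals. The table's group means were compared with means of the scaled counts from the deposited tables, gene by gene. For this comparison TMM factors were computed over all genes with a count, not over the genes past the filter as in the tests. In sperm, the table's mean over the mean of CPM scaled in this way had a median of 3.54 in both diets, and the 95% point of this factor over its 5% point was 1 over 216 genes. With library totals the median factor was 2.00 on LFD and 6.00 on HFD. A single factor thus relates the table's sperm means in both diets to counts scaled by TMM without a filter, which differ from the filtered TMM values of the other passages. In morula, over 214 genes with a value above 0, the median factor was 10.2 on LFD and 10.3 on HFD, and the 95% point over the 5% point was 1.95 on LFD and 1.63 on HFD, so no single factor relates the table's morula means to the counts.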

As most of these genes have tissue-specific expression, we plotted the average log_2_[FC(treated versus control)], for which the treated conditions are: direct HFD exposure for F_0_ tissues (gastrocnemius, epididymal white adipose tissue and sperm), paternal exposures for morula (HFD versus LFD; as we have only bulk RNA-seq data), and the phenotypic discordant HFD groups for both two-cell embryo (HFD_A versus HFD_B; see Fig. 3 and Extended Data Fig. 6 for the clustering) and adult F_1_ tissues (HFDi versus HFDt; see Fig. 1 for the group definition).

### Heteroplasmy experiment

#### Animals and husbandry conditions

A total of 60 female mice of the strain C57BL/6N-mt^ST^ (nuclear DNA: C57BL/6N; mtDNA: ST, GenBank accession number KC663621) of the age of 3 to 16 weeks were used. Mice were specific pathogen free according to FELASA recommendations and maintained in a barrier rodent facility. Groups of 3 to 4 females were housed in type IIL IVC cages (Blue Line, Tecniplast). The cages were lined with 120 g bedding (Lignocel Select, 3.5–4.5 mm poplar chips, Rettenmaier) and enriched with nesting material (PurZellin, Paul Hartmann) (photoperiod 12 h:12 h light/dark). Food (V1534, Ssniff Spezialdiaeten) and tap water in 250-ml bottles were available ad libitum.

These experiments were carried out at the University of Vienna (Austria) and all of the experimental procedures were discussed and approved by the Ethics and Welfare Committee of the University of Veterinary Medicine, Vienna and the national authority (Austrian Federal Ministry of Education, Science and Research) according to section 26ff of the Animal Experiments Act, Tierversuchsgesetz 2012–TVG 2012 under licence number 2021-0.731.149.

#### Experimental procedure

Female mice were treated in groups of 15 for superovulation by an intraperitoneal injection of 0.1 ml CARD HyperOva (CosmoBio, by Hölzel) and 48 h later 5 IU in 0.1 ml hCG (Chorulon; Intervet). Animals were euthanized 14 h after hCG injection, oviducts were dissected and ampullae were opened in drops of 90 μl HTF medium to collect the cumulus oocyte complexes. Oocytes were in vitro fertilized with sperm from LFD- or HFD-fed mice. Sperm from four different males per group were used as frozen–thawed sperm according to the EMMA protocol (https://www.infrafrontier.eu/). On each experimental date, oviducts from 7.5 females were used for IVF with a HFD male and oviducts from 7.5 females for IVF with LFD a male. On each date, different males were used. Briefly, thawed sperm was dissolved in 90 μl TYH medium and incubated for 30 min. A 10 μl volume of the sperm solution was added to a group of cumulus oocyte complexes and incubated for 4–6 h. After washing in HTF medium, oocytes were incubated overnight. Two-cell-stage embryos were washed the next morning in PBS, aliquoted in 0.2-ml tubes with lysis buffer^71^, snap-frozen in liquid nitrogen and stored at −80 °C.

#### Single-embryo RNA-seq and data analysis

A total of 122 HFD and 99 LFD single early two-cell embryos were processed to obtain RNA-seq libraries according to the Smart-seq2 protocol^71^ with 16 cycles of PCR pre-amplification. Libraries were verified using a 2100 Bioanalyzer (Agilent), pooled and paired-end sequenced on an Illumina NovaSeq 6000 platform (read length = 150 bp).

Data quality was assessed with MultiQC (version 1.11) and Nextera adaptors were removed from paired-end reads using trim_galore (version 0.6.6). Read mapping, gene expression quantification and differential expression analysis were carried out using the following pipeline: STAR (reads mapping to the mouse genome GRCm38 (ENSEMBL); https://github.com/alexdobin/STAR; after replacing the mtDNA sequence according to the strain C57BL/6N-mt^ST^; GenBank accession number KC663621); featureCounts (gene expression quantification; https://subread.sourceforge.net/featureCounts.html); DESeq2 (package 1.34.0; differential gene expression analysis). Gene Ontology (GO) enrichment analysis of differentially expressed genes has been carried out using g:Profiler^72^ with default parameters. Plotted are the driver GO terms from the ‘Molecular function’ and ‘Biological processes’ categories.

Individual embryos were sexed using the exclusive expression of Y-linked genes. For the analysis of mtDNA heteroplasmy, uniquely mapped reads were extracted from the BAM files using samtools and used to estimate mtDNA heteroplasmy with MitoHEAR (mitochondrial heteroplasmy analyzeR; https://github.com/ScialdoneLab/MitoHEAR)^73^.

Principal component and clustering analyses and visualization were carried out with the web application ClustVis^68^ with default parameters.

For Seurat-based clustering of the single embryos, the counts data matrix from featureCounts was used as input to the Seurat package to treat the individual sample as a single cell. The Seurat NormalizeData function was used to normalize counts. The highly variable genes were identified using the FindVariableFeatures function. The Seurat object was subsequently scaled using ScaleData and PCA was carried out using RunPCA. The FindNeighbors function was used to construct the nearest-neighbour graph with a dimensionality reduction of 1:15. Clusters were then identified using the FindClusters function with the resolution parameter of 0.8.

As one specific limitation of this method, smart-seq2 cannot detect fragmented tRNAs, as they are not poly-adenylated. To account for the partial penetrance of the reported phenotypes, we should have profiled sncRNAs in single embryos. Nevertheless, according to the genetic distance between the ST and the BL6 mtDNAs (which we used to calculate the heteroplasmy), only 5′ fragments of mt-Tp would be reliably detectable (which has an SNP at the 5′ and 3′ of the mature tRNA sequence). Therefore, although very likely, our data do not show transfer of mt-tsRNAs while demonstrating inheritance of paternal mature mt-tRNAs.

### Human studies

For the assessment of association of parental weight and the clinical phenotype of the offspring children, we analysed data from the Leipzig Childhood Obesity Cohort (NCT04491344) and the LIFE Child Study (NCT02550236), a prospective regional population-based longitudinal observational study aimed at characterizing contributing factors for civilization disease with comprehensive phenotyping (for example, clinical, laboratory, psychosocial data and biosamples) including data on parental BMI and BMI of the offspring conducted in the city of Leipzig, Germany^32,33^. With recruitment age ranging between the 24th week of gestation and 16 years of child age and annual follow-ups, the study combines a cross-sectional with a longitudinal design and covers a broad age range. The LIFE Child obesity sub-study specifically focuses on the origin and sequelae of childhood obesity in the frame of the Leipzig Childhood Obesity Cohort. After exclusion of children with present or past severe disease (for example, type 1 diabetes, syndromal obesity or cancer) and present or past interfering medical treatment (for example, insulin, immunosuppressives or growth hormone), we included those children with both parental BMIs available into the analysis (*n* = 3431; Supplementary Table 3). In the case of multiple visits, we used anthropometric data of the most recent visit of the child. For parental data, we used the earliest (that is, closest to the first pregnancy visit).

Expression of candidate genes derived from genome-wide expression data was analysed from children included in the Leipzig Adipose Tissue Childhood Cohort, for which subcutaneous adipose tissue samples and phenotypic data had been obtained as previously described^30^ (NCT02208141). RNA transcript levels were quantified using the Illumina HumanHT-12 v4.0 Expression BeadChip arrays and imputation, background correction and quality control were carried out according to previously published protocols^74^.

To correct for polygenic association of children’s BMI-SDS, we analysed 2,987 children of our cohorts for which genome-wide SNP array data, BMI-SDS and BMI of parents are available. Relatedness matrix was estimated according to ref. ^75^. The polygenic effect on BMI-SDS of children was subtracted by linear mixed model analysis using the R package GenABEL. We then tested the effects of parent BMI on BMI-SDS of children by linear regression analysis adjusting for age and sex.

#### sncRNA-seq from human spermatozoa

*Sample collection*. Samples were provided by our research collaborators from the University of Turku. After an informed consent, semen samples were given by 18 volunteering young men (19–21 years old). The men participated in a study on male reproductive health, which was approved by The Joint Ethics Committee of the University of Turku and Turku University Hospital. Ejaculation abstinence of at least 48 h was recommended before the semen sample collection. Standard semen analysis, including semen volume, pH, sperm concentration, total sperm counts and percentage of motile sperm, was carried out according to the World Health Organization Laboratory criteria in the Andrology laboratory of the Institute of Biomedicine. Spermatozoa were purified by centrifuging through a 50% gradient of Puresperm (Nidacon International). After washing the sample with PBS, the purity was evaluated microscopically, spermatozoa were counted, and the sample was evaluated for somatic cell contamination. The pellet was resuspended in Sperm CryoProtec II (Nidacon International AB) and frozen pellet was shipped to Germany. In Germany, spermatozoa were further purified from somatic cell contamination by washing with somatic cell lysis buffer^76^. The purity of samples was validated microscopically. Detailed sample information including sperm and metabolic parameters can be found in Supplementary Table 4.

RNA isolation. Total RNA was extracted from spermatozoa with the TRIzol–chloroform phase separation method followed by precipitation and wash steps with 100% and 70% ethanol, respectively. RNA quality control was carried out with Agilent Bioanalyzer and only the samples with a RIN value of between 2 and 4.5 and no evident intact ribosomal RNA peaks were further processed.

Library preparation. Sequencing libraries were prepared using NEBNext Small RNA Library Prep Set for Illumina (New England Biolabs) with 100–120 ng RNA as a total input. To minimize adaptor-dimer formation, adaptors were diluted 1:6, whereas reverse transcription primer was applied undiluted. At the final PCR stage, 1:2 diluted primers were used. Amplified libraries were cleaned with Monarch PCR & DNA Cleanup Kit (New England Biolabs) and size selected with AMPure XP (Beckman Coulter) using 1.0× and 3.7× beads for long-fragment removal and target-size retention, respectively. Pooled libraries were sequenced on a NovaSeq 6000, SP flow cell, 100 cycles (Illumina) at an average depth of 53.18 million reads per sample.

Data analysis. All sequencing files were quality checked using MultiQC v1.11. After a preliminary quality check, single-end read sequences were analysed using SPORTS1.1 (ref. ^65^). The adaptor sequence (5′-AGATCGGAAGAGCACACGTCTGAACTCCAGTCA-3′) was trimmed using in-built Cutadapt pipeline and sequences with the length of 15–45 nucleotides were further processed. Using human genome version hg19 and allowed mismatch number set to 2, SPORTS1.1 mapped reads to small RNA subtypes. After joining sequences from all samples into a common count matrix, a filter was applied to exclude sequences with no reads in more than 80% of samples. Samples were further analysed on the basis of BMI variation. Sequence-based differential expression analysis was carried out using DESeq2 (ref. ^77^) addressing BMI as a continuous variable. Briefly, a generalized linear model-based algorithm estimated the association of each sequence with the BMI across samples and output log_2_[FC] reflecting change in sequence expression level per unit of increment of BMI. Benjamini–Hochberg *P*_adj_ < 0.1 served as a measure of significance for each result. Pearson-based correlation analysis between donors’ BMI and sperm sncRNA biotypes (variance-stabilizing transformation-normalized expression) has been carried out with GraphPad Prism 8 using default parameters.

The following string represents the code used for the continuous DESeq2 analysis of human sperm sncRNA-seq data: dd_obj <- DESeqDataSetFromMatrix(countData = [your sequence count matrix], colData = [data frame with sample ID and BMI values], design = ~BMI).

### International Mouse Phenotyping Consortium data collection and analysis

The goal is to provide evidence in support of the hypothesis that paternal mitochondrial dysfunction leads to intergenerational alterations of metabolic homeostasis. The IMPC offers an invaluable resource of functional genetics studies^29^. Briefly, we used the IMPC dataset to study the (epi)genetic, intergenerational consequences of paternal manipulation of genes involved in mitochondrial structure and function.

For this, we compared a battery of 11 numerical metabolic phenotypes (fat/body weight; initial response to intraperitoneal glucose load; AUC_ipGTT_; total food intake; respiratory exchange ratio; total cholesterol; HDL cholesterol; triglycerides; fasting blood glucose; albumin; alkaline phosphatase) in two populations of isogenic WT C57BL/6N mice generated from a pure WT lineage (control) or from heterozygous matings (WT—parental information (father × mother): het_×_het; het_×_WT; WT_×_het).

#### Gene selection

The selection of genes involved in mitochondria structure and function has been carried out with the following steps: from the list of IMPC genes (Data Release 11), we extracted those presenting with one or more of the above listed metabolic phenotypes in heterozygosity; functional enrichment analysis (GO and KEGG pathway analysis using Enrichr^69^); list of selected genes compiled by merging genes belonging to the following mt-related terms (GO:0005739; GO:0005743; GO:0005759; GO:0031966; GO:0042645; GO:0005747; GO:0005761; GO:0005763; GO:0005749; GO:0032592; KEGG:mmu00190; Supplementary Table 5).

#### Data collection and analysis

As the individual IMPC phenotyping centres phenotype control and/or WT animals (see definition above) and consider them as WT control for gene-specific phenotypes, specific control or WT data are not directly identifiable from the IMPC website. Therefore, we were granted special access to the IMPC data for specific collection of control and WT phenotypic information. Following collection, the dataset was arranged in a multidimensional data matrix for further analysis. Animals with at least three replicates per group and sex were included for further steps. Imputation for the missing data was carried out with a random forest imputation algorithm using the missForestR package with default parameters^78^. The data matrix was then scaled and the prcomp function in R was used to determine the principal components of the dataset. To quantify the difference between the genes on the basis of phenotypes, we use the Pearson correlation method using the get_dist function from the factoextra R package. These correlation coefficients were calculated to identify similarity patterns in gene–phenotype pairs and visualized in a heat map generated by using the ComplexHeatmap package from R. Cluster-specific phenotypes were visualized in a heat map including the 11 phenotypes, as well as sex- and parent-of-origin-specific information. Ranked AUC_ipGTT_ (expressed as log_2_[FC(WT versus control)]) was plotted as a horizontal bar plot using GraphPad Prism 9.

#### Cryopreserved sperm collection

Cryopreserved sperm samples containing a pool of purified cauda spermatozoa from 10 heterozygous mice were obtained from EMMA^56^. Genes were selected for availability with the exception of *Tsfm* (Ts translation elongation factor, mitochondrial), which represents a suitable negative control for initial mechanistic dissection.

#### RNA isolation and sncRNA-seq libraries construction

Individual straws were thawed directly in TRIzol and RNA was extracted with the miRNeasy Micro Kit (QIAGEN 1071023) according to the manufacturer’s instructions. A 10 ng quantity of total RNA was used for sncRNA library preparation. Libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB E7560S) with 5′ and 3′ adaptors diluted 1:5 and 15 PCR amplification cycles. Libraries were verified using a 2100 Bioanalyzer (Agilent) and paired-end (read length = 150 bp) sequenced with the Illumina NovaSeq 6000 platform.

#### sncRNA-seq data analysis

sncRNA-seq data were analysed as described above. Briefly, sequencing raw data were quality checked using MultiQC v1.11. Reads were trimmed using cutadapt 2.8 according to the kit manufacturer instructions. Trimmed and quality-filtered reads were used for further analysis. Sequencing files were aligned and annotated to the mouse genome (mm10) using the SPORTS1.1 pipeline^65^ with default parameters and a maximum number of mismatch of 2. Reference genome and small RNA annotation databases were downloaded from the SPORTS website (https://github.com/junchaoshi/sports1.1). This included the mm10 genome files, miRNA from miRbase 21, rRNA from NCBI Nucleotide, tRNA from GtRNAdb, piRNA from pirBase and piRNAbank, other ncRNA from ensembl (release-89), and rfam 12.3. The raw count tables generated by SPORTS were annotated to small RNA biotypes. Averages were aggregated across biotypes (rsRNA, tsRNA, miRNA, piRNA and so on) using the default annotations in SPORTS result output files.

### Statistical analysis

All figures and statistical analyses (as needed and appropriate) were generated using GraphPad Prism 8 or 9. Statistical significance was tested by Student’s *t*-test, or ANOVA as appropriate. Correlation analyses were used to test for linear regression. Odds ratios have been calculated using MedCalc (https://www.medcalc.org/calc/odds_ratio.php). All data are expressed as mean ± s.e.m. and a two-tailed *P* value < 0.05 was considered to indicate statistical significance unless otherwise specified in the text.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07472-3.

### Supplementary information

Reporting Summary

Supplementary Tables Supplementary Tables 1–8.

### Source data

Source Data Fig. 1 and Extended Data Figs. 1 and 2.

## Data Availability

All of the raw sequencing data have been deposited at the NCBI Gene Expression Omnibus under accession number GSE239815. Processed sequencing data and anonymized human data will be provided by the corresponding author upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Epigenetic inheritance of diet-induced and sperm-borne mitochondrial RNAs
**Source:** Nature. 2024 Jun 5;630(8017):720–7. doi: 10.1038/s41586-024-07472-3
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a
- Confirmed
- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ A description of all covariates tested
  - ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐
  - ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on statistics for biologists contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Publicly available datasets have been downloaded from GEO. Phenotyping data from the International Mouse Phenotyping consortium has been          |
| Data analysis   | No new code or custom algorithms has been generated. A.I.R. (Artificial Intelligence RNA-seq analysis software) is a cloud-based RNA-seq analysis |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the raw sequencing data is deposited at NCBI. GEO accession number: GSE239815. Processed sequencing data and anonymized human data will be provided by the

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Analysis of human semen samples: Samples were kindly provided by our research collaborators from the university of Turku.      |
| Reporting on race, ethnicity, or other socially relevant groupings | No social relevant grouping                                                                                                    |
| Population characteristics                                         | 18 volunteering young healthy men stratified by Body Mass Index. Clinical characteristics available in the Supplementary Table |
| Recruitment                                                        | Volunteers recruited at the University of Turku (Finland)                                                                      |
| Ethics oversight                                                   | The men participated in a study on male reproductive health, which was approved by the The Joint Ethics Committee of the       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Estimates were made based on our previous experience, availability and     |
| Data exclusions | No data has been excluded from the analysis                                                                                              |
| Replication     | The main findings in vivo have been successfully replicated in four independent cohorts across two different seasons and mouse rooms.    |
| Randomization   | No need for randomization in both mouse and human studies since experimental groups were either decided before (mouse) or after unbiased |
| Blinding        | During collection of mouse phenotyping data the investigators were blinded to group allocation.                                          |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |  |
|-------------------|--|
| Study description |  |
| Research sample   |  |
| Sampling strategy |  |
| Data collection   |  |
| Timing            |  |
| Data exclusions   |  |
| Non-participation |  |
| Randomization     |  |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |  |
|--------------------------|--|
| Study description        |  |
| Research sample          |  |
| Sampling strategy        |  |
| Data collection          |  |
| Timing and spatial scale |  |
| Data exclusions          |  |
| Reproducibility          |  |
| Randomization            |  |

Blinding

Did the study involve field work? ☒ Yes ☐ No

## Field work, collection and transport

Field conditions

Location

Access & import/export

Disturbance

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a
- Involved in the study
- ☒ Antibodies
  - ☒ Eukaryotic cell lines
  - ☒ Palaeontology and archaeology
  - ☒ Animals and other organisms
  - ☒ Clinical data
  - ☒ Dual use research of concern
  - ☒ Plants

### Methods

- n/a
- Involved in the study
- ☒ ChIP-seq
  - ☒ Flow cytometry
  - ☒ MRI-based neuroimaging

### Antibodies

Antibodies used

Validation

### Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

Cell line source(s)

Authentication

Mycoplasma contamination

Commonly misidentified lines (See [ICLAC](#) register)

### Palaeontology and Archaeology

Specimen provenance

Specimen deposition

Dating methods

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

### Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57Bl/6N male and female mice were purchased from Charles River Laboratories Germany. All animals were fed ad libitum and housed      |
| Wild animals            | No wild animals were used                                                                                                             |
| Reporting on sex        | HFD/LFD feeding has been done only on male mice, as paternal effects were the purpose of this study. F1 analysis has always been done |
| Field-collected samples | No field-collected samples were used                                                                                                  |
| Ethics oversight        | All animal experiments have been performed according to the European Union directive 2010/63/EU and were approved by the              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                                      |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | For the assessment of association of parental weight and the clinical phenotype of the offspring children, we analysed data from the |
| Study protocol              | For the assessment of association of parental weight and the clinical phenotype of the offspring children, we analysed data from the |
| Data collection             | For the assessment of association of parental weight and the clinical phenotype of the offspring children, we analysed data from the |
| Outcomes                    | Expression of candidate genes derived from genome-wide expression data was analysed from children included in the Leipzig Adipose    |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                               | Yes                                                |
|----------------------------------|----------------------------------------------------|
| <input checked="" type="radio"/> | <input type="radio"/> Public health                |
| <input type="radio"/>            | <input checked="" type="radio"/> National security |
| <input checked="" type="radio"/> | <input type="radio"/> Crops and/or livestock       |
| <input checked="" type="radio"/> | <input type="radio"/> Ecosystems                   |
| <input checked="" type="radio"/> | <input type="radio"/> Any other significant area   |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                               | Yes                                                                                               |
|----------------------------------|---------------------------------------------------------------------------------------------------|
| <input checked="" type="radio"/> | <input type="radio"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="radio"/> | <input type="radio"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="radio"/> | <input type="radio"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="radio"/> | <input type="radio"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="radio"/> | <input type="radio"/> Alter the host range of a pathogen                                          |
| <input checked="" type="radio"/> | <input type="radio"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="radio"/> | <input type="radio"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="radio"/> | <input type="radio"/> Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks

Novel plant genotypes

Authentication

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

Files in database submission

Genome browser session

(e.g. [UCSC](#) )

### Methodology

Replicates

Sequencing depth

Antibodies

Peak calling parameters

Data quality

Software

## Flow Cytometry

### Plots

Confirm that:

☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).

☐ All plots are contour plots with outliers or pseudocolor plots.

☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Instrument

Software

Cell population abundance

Gating strategy

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Design specifications

Behavioral performance measures

## Acquisition

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI ☒ Used ☐ Not used

## Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

## Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☒ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#) )

Correction

## Models & analysis

n/a

Involved in the study

☒ Functional and/or effective connectivity

☒ Graph analysis

☒ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

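RNA-seq count tables of cauda spermatozoa and of morulae were used, each with 3 libraries from mice fed on HFD (or with fathers fed on HFD) and 3 from LFD. The authors trimmed the reads with BBDuk, mapped them with STAR to GRCm38 and counted them per gene with featureCounts, within the software Artificial Intelligence RNA-Seq, and deposited the raw counts; the values are whole numbers and were used as deposited. A library's diet was taken from the letters of its column name (h and l for sperm, H and L for morula), which were read together with the sample titles and treatment fields. For 3 morula samples a description field names the other diet; the grouping by that field was not run, since the numbers in the column names are not those of the sample titles. The tables hold 24 further columns of per-sample values whose names give neither a sample nor a group (round spermatids, liver, gastrocnemius and eWAT); these are not used here, and no comparison of those tissues, their overlap or their PCA was made. Gene symbols were looked up by Ensembl identifier, and 54723 of 54838 identifiers of the sperm table and 55141 of 55487 of the morula table had one.

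Each experiment was fitted alone in R 4.3.3 with edgeR 4.0.16: filterByExpr with a minimum count of 10, TMM scaling, quasi-likelihood fit and test of HFD over LFD, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The design holds no block, since neither the labels nor the paper pair the libraries. The paper's methods name NOISeq for its test and its text gives no probability threshold for it. Its general rule is a two-tailed p under 0.05 where nothing else is specified. DESeq2 1.42.0, limma-voom (limma 3.58.1) and a re-implementation of NOISeq (TMM values, 0.5 in place of 0, probability above 0.8) were run as alternatives. Tables were read with data.table 1.17.8. The sets of Supplementary Table 8 were tested with limma's fry on the edgeR fit, adjusted over 11 sets per experiment, and with camera at a preset correlation of 0.01 and at an estimated one. A set score is the mean log2 CPM over its tested genes with a prior count of 2, compared between the diets by an exact two-sided permutation test over 20 arrangements, whose smallest p is 0.1. The difference of the mt-tRNA effect between sperm and morula was tested over 400 arrangements of the diets within both experiments.

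The comparisons, their tests, thresholds, gene lists and most of the alternatives were chosen before the data were examined, though after the group means of Supplementary Table 8 had been read. The alternatives were DESeq2 size factors, library totals, library sizes from nuclear genes, no filter on low counts, mtDNA-encoded genes left out, adjusted p under 0.1, unadjusted p under 0.05, the other tools, medians and ratios of group means in place of mean log2 fold changes, all mt-tRNA genes of the annotation in place of the table's, and leaving out each library in turn. Scaling by totals of mtDNA-encoded counts, library totals for the difference between sperm and morula, and a block by the number in the sperm column names were added after the data had been seen. Genes were named by a rule: the 3 largest rises and falls among genes past the threshold without overlap of the groups (none passed), the mt-tRNA genes, the mtDNA-encoded protein genes and Tfam, Polrmt, Twnk, Lrpprc and Mterf4, and the members with the largest and smallest change of a set. Of the mt-tRNA genes, mt-Tf, mt-Tl1, mt-Tp, mt-Tc and mt-Tl2 are given singly, and mt-Tf, mt-Tl1 and mt-Tp were picked after their values were seen, as were mt-Tc, mt-Atp6, mt-Co2 and mt-Co3 in morula and the rRNA genes mt-Rnr1 and mt-Rnr2.

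Precision was taken from the counts: a count of 0 allows 3 counts, and ratios of summed counts carry exact 95% intervals, both for counting error only. No pair of libraries of a diet differed by as little as sampling noise alone, the chi-square per degree of freedom between libraries being at least 18.9 in sperm and 8.19 in morula over genes with at least 20 counts in both libraries together. mtDNA-encoded genes were matched against annotated nuclear transcripts with BLAST 2.17.0, and a copy with at least 99% identity over at least 90% of the length was called near-identical. Lists of marker genes for testis germ cells, epididymal epithelium, leukocytes, erythroid cells, stroma and smooth muscle, and of Y-linked genes, were compared between the diets in the closing section. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The scripts for the tests were tested on simulated counts with 200 changed genes, drawn from the means, library sizes and spread of the real libraries. The changed genes were picked among nuclear genes above a minimum mean count. Shares recovered thus do not cover single mtDNA-encoded genes or genes with low counts. With sperm spread, edgeR recovered 21% of genes changed by 2 on the log2 scale, DESeq2 51.5% with 16 false calls, limma-voom 15.5% and the re-implemented NOISeq 37.5%; with morula spread these shares were 98%, 98% (again with 16 false calls), 96.5% and 87%. With low spread edgeR recovered 100% in both. With the spread of the libraries, fry called a simulated mt-tRNA set changed by 2 and not an unchanged one in both. Each case was drawn a single time with genes independent of each other, so this does not test fry on genes that vary together.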

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

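All tests in this part were chosen only after the result was seen.

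In HFD sperm the rRNA genes mt-Rnr1 and mt-Rnr2, which the paper does not report on in these libraries, took 74.9% ± 3.38 (SD, n = 3) of all counts, against 53.4% ± 11.1 (SD, n = 3) in LFD sperm (two-sided exact permutation test, p = 0.1, the smallest possible). They drew attention because they are abundant genes outside those the paper reports on. The depth (total counts per library) as the cause was tested by the relation of this share to the total count over 6 libraries: Spearman's rho was 0.6 (permutation p = 0.242, adjusted p = 0.403 over 5 relations) and Pearson's r 0.668 (permutation p = 0.149, adjusted p = 0.267), and r was 0.812 without the 2 libraries farthest from the median total. The share fell with the total within HFD (78.7, 73.4 and 72.4% at 2994295, 3679276 and 4062321 counts) and rose with it within LFD (40.6, 59.5 and 60.1% at 2560219, 2913166 and 3050543). The HFD values go against depth, but depth and diet cannot be told apart here, since HFD libraries have the higher totals in most pairs and 3 libraries per diet are too few for a trend within a diet. A rise of all mtDNA-encoded RNA in HFD sperm was tested by the share of counts on mtDNA-encoded protein genes, which was 5.60% ± 0.0563 (SD, n = 3) on HFD and 3.76% ± 0.838 (SD, n = 3) on LFD, and 3 HFD libraries lay above every LFD library. A higher share of all mtDNA-encoded RNA, whether from more of this RNA or from less nuclear RNA, is consistent with these values. An effect of the diet stays open and was not tested against differences between the RNA preparations.

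Marker genes of leukocytes, erythroid cells, and stroma and smooth muscle had higher scores in HFD than in LFD sperm with TMM scaling, by 1.32, 2.37 and 1.27 on the log2 scale (two-sided exact permutation test, p = 0.1 for each, the smallest possible). The median log2 fold change was 1.51 over 10 tested leukocyte genes (8 higher, 2 lower), 2.19 over 5 erythroid genes (5 higher) and 1.67 over 7 stroma genes (7 higher), and with library totals it was -0.31, 0.64 and 0.15. How many of these genes sperm cells express themselves was not tested. The paper's methods state that samples were checked by microscope and those with visible somatic cells not used, and the paper does not report these marker genes. TMM scaling as the cause was tested with library totals: the score difference was then -0.27 for leukocytes, -0.33 for stroma and 0.79 for erythroid genes. Relative to the library total the leukocyte list was thus not higher on HFD. The stroma list had no clear direction there, with a lower score but a median of 0.15. Its share of all counts was 0.0573% on HFD and 0.0452% on LFD. All genes shift on that scale (median -1.82). A rise over other genes was tested by the list's score minus the score of all other tested genes, which differed by 1.49 for leukocytes, 2.54 for erythroid genes and 1.45 for stroma, with all HFD libraries above every LFD library (two-sided exact permutation test, p = 0.1 for each, the smallest possible). A scaling factor per library moves this measure only through the prior count of the scores. With library totals the measure differed by 1.42, 2.48 and 1.36 in the same order, again with all HFD libraries above every LFD library. This argues against the scaling as the cause of the rise over other genes. More RNA of these cells in the HFD samples was tested by the share of nuclear counts that a list takes, a measure free of the scaling. For leukocytes, 0 of 3 HFD libraries lay above every LFD library (0.309% against 0.602% of nuclear counts on average). All HFD libraries lay below every LFD library, with ranges of 0.151 to 0.393% and 0.447 to 0.723%. But Cd52 made up 91.4% of the list's counts, so the test rests on a single gene and leaves the rest of the list open. With TMM, Cd52 was lower on HFD (log2 fold change -0.60), as were 7 of 8 tested epididymal epithelium genes. By contrast, 8 of the 10 tested leukocyte genes were higher. Whether Cd52 RNA came from leukocytes was not tested. For erythroid genes, 3 of 3 HFD libraries lay above every LFD library (0.102% against 0.0318% on average), with Hbb-bs giving 58.8% of the counts. The gap was narrow, with a lowest HFD share of 0.0596% and a highest LFD share of 0.0585%. More erythroid RNA in the HFD samples would give this order, which so narrow a gap does not establish. For stroma, 2 of 3 did (0.288% against 0.111% on average, with Sparc giving 46.2% of the counts). The remaining HFD library, at 0.0735%, lay below every LFD library (0.0760 to 0.177%), so more stroma RNA stays open. An effect of the diet on the cells carried along is not excluded by these tests.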

How the results depend on the processing

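The scaling by totals of mtDNA-encoded counts, library totals for the difference between sperm and morula, and the replicate block in sperm were tests chosen only after the result was seen. No paired analysis was possible in morula because the numbers in the column names of the diets differ (1 to 3 and 5 to 7); they are not those of the sample titles, so the grouping by the description field was not run. Alternatives for round spermatids, liver, gastrocnemius and eWAT were not run.

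In sperm, the numbers 1000 and 4000 occur in column names of both diets, and what they stand for is not given. With this number as a replicate block, edgeR called 2 genes, and the mt-tRNA set was 2.21, the mitochondrial genes 2.75 and the ribosomal genes -0.69, none past the threshold with fry (adjusted p 0.429, 0.411 and 0.183); it changed no other call of a set. This fit compares the diets in 4 libraries, which can raise p, though more genes passed than in the fit without a block. Why the sets lost the threshold was not tested. Deviations of same-numbered libraries from their group means had Pearson's r of 0.103 and -0.136 across genes, against -0.230 to 0.265 for other pairs of libraries, so the libraries share only a number.

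For single genes, 273 values under an alternative kept their direction and their side of the threshold. 9 reversed and 8 passed the threshold. Of the values for sets, 124 were unchanged in this sense, 17 lost the threshold, 5 passed it, 6 reversed and 2 moved by more than the spread between libraries; of the counts of genes, 20 stayed within 1.5 times and 11 did not.

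The number of genes past the threshold in sperm, 0 with edgeR, was 3266 with library totals, 253 with the DESeq2 test, 234 with the re-implemented NOISeq, 1124 at an unadjusted p under 0.05 and 41 with no filter on low counts, and 0 with each library left out. With library totals the share of higher genes among those at an unadjusted p under 0.05 was 0.0667%, against 64.4% with TMM, 72.7% with DESeq2 size factors and 67.2% with nuclear library sizes. In morula it was 16 with the DESeq2 test, 1 with NOISeq, 858 at an unadjusted p under 0.05, 63 with no filter, and 0 to 2 with a library left out, the 2 without the HFD library of 11776603 counts. The share of higher genes was 55.6% with TMM and 63.7% with library totals. limma-voom called 0 genes in both (1231 and 900 at an unadjusted p under 0.05). For the number of genes, the cause was not tested.

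With library totals, which move the median of all sperm genes to -1.82, the mt-tRNA set in sperm was 0.15 and lost the threshold, the OXPHOS set was -2.13, the fatty acid metabolism set -2.18 and the TCA cycle set -1.90, and these 3 passed it. This shift of all genes accounts for the direction of these changes by the construction of the scaling. In the same setting mt-Tl2 (-0.98), Tfam (-0.67) and Ndufb3 (-0.11) reversed in sperm; Lrpprc (-2.12), Hadh (-3.92), Atp5g1 (-3.34) and Mdh2 (-3.32) passed the threshold; and 5 of the other sets did. In morula the OXPHOS set (0.0064), the fatty acid metabolism set (0.0082) and Lrpprc (0.017) reversed. The difference of the mt-tRNA effect between sperm and morula was -0.45 with library totals, against 1.19 with TMM, 1.31 with DESeq2 size factors and 1.23 with nuclear library sizes. With totals of mtDNA-encoded counts the mt-tRNA set in sperm was -0.36 and the mitochondrial genes 0.035. DESeq2 size factors and nuclear library sizes changed the call or direction of no set. With the former the TCA cycle set in sperm was -0.0053, against -0.13 with TMM.

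camera with an estimated correlation called neither the mt-tRNA set (1.86) nor the mitochondrial genes (2.22) nor the ribosomal genes (-0.48) in sperm. With the preset correlation it called the OXPHOS set in sperm (-0.41) and the mt-tRNA set in morula (0.52) and not the ribosomal genes (-0.48). As a median over genes, the TCA cycle set was -0.45 and the ribosomal genes -0.71. With no filter on low counts, mt-Tl2 (1.11), mt-Tc (0.72, adjusted p 0.00415 from edgeR against 0.844 with the filter), mt-Atp6 (-0.99) and mt-Co2 (-0.83) passed the threshold in morula. For these, the cause was not tested.

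With each library left out in turn, the mt-tRNA set in sperm lay between 1.63 and 2.01; its adjusted p from fry rose above 0.05 without the HFD library of 2994295 counts (1.78, adjusted p 0.0713), the HFD library of 3679276 (1.71, 0.0659), the LFD library of 2560219 (1.63, 0.0606) and the LFD library of 2913166 (1.96, 0.0646). The mitochondrial genes lay between 1.95 and 2.48 and lost the threshold without the HFD libraries of 2994295 counts (2.15) and 3679276 (2.07) and the LFD library of 2913166 (2.39), and the ribosomal genes between -0.70 and -0.39, lost without the HFD library of 3679276 (-0.59). Fewer libraries in a fit can raise its p, but p did not rise in every such fit. For the ribosomal genes the adjusted p from fry was 0.0123 without the LFD library of 2913166 counts, against 0.0211 with all libraries. Whether these losses come from the smaller number of libraries or from the library left out was not tested. The OXPHOS set in sperm lay between -0.64 (without the HFD library of 2994295) and -0.21 (without the HFD library of 3679276), the fatty acid metabolism set between -0.44 and -0.11 (without the LFD library of 2560219), and the TCA cycle set between -0.38 (without the HFD library of 2994295) and -0.0034 (without the LFD library of 2560219). In morula the mt-tRNA set lay between 0.25 (without the LFD library of 12133872) and 0.78 (without the LFD library of 11864264). The OXPHOS set lay between -0.058 and 0.035 and reversed without the HFD library of 11606215 (0.035) and the LFD library of 12133872 (0.023). The fatty acid metabolism set lay between -0.19 and -0.0040 and the TCA cycle set between -0.11 and -0.022. mt-Tf lay between -0.016 and 0.22, reversed without the HFD library of 12153141. Tfam lay between -0.013 and 0.083, reversed without the HFD library of 11606215 (-0.012) and the LFD library of 11471251 (-0.013). Lrpprc lay between -0.072 and 0.062, reversed without the HFD library of 11776603 (0.062) and the LFD library of 11471251 (0.0041). Twnk lay between -0.32 (without the HFD library of 12153141) and -0.041 (without the HFD library of 11776603), and Mterf4 between -0.20 (without the LFD library of 11471251) and -0.0023 (without the LFD library of 11864264). For the reversals, the cause was not tested.

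In sperm, Polrmt, Twnk and Mterf4 did not pass the filter on low counts.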

Differences from the paper's values

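No test in this part was among those chosen only after the result was seen.

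For the mitochondrial ribosomal genes in sperm, the mean log2 fold change from the paper's Supplementary Table 8 is -0.72 and the value here is -0.48. The former covers 35 genes and the latter the 26 past the filter on low counts. The table's sperm means relate by a single factor to means over all libraries scaled by TMM without a filter. The filter thus accounts for this difference, and values near -0.72 with a library left out do not bear on it. Of the alternatives set before the data were examined, no filter on low counts (-0.71), the median over genes (-0.71) and leaving out the HFD library of 2994295 counts (-0.70), the HFD library of 4062321 (-0.65) or the LFD library of 3050543 (-0.65) bring it within the spread of the paper's value. DESeq2 size factors (-0.36), library totals (-2.22), nuclear library sizes (-0.44), the log2 ratio of group means (-0.53) and leaving out the HFD library of 3679276 (-0.59), the LFD library of 2560219 (-0.44) or the LFD library of 2913166 (-0.39) do not.

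For the OXPHOS set in morula the paper's value is 0.0159 and the value here -0.0131, which differ in sign and by less than the spread between libraries (SD 0.0816). Among the alternatives set before the data were examined, library totals (0.0064) and leaving out the HFD library of 11606215 counts (0.035) or the LFD library of 12133872 (0.023) share the paper's sign. DESeq2 size factors (-0.017), nuclear library sizes (-0.015), no filter on low counts (-0.016), the log2 ratio of group means (-0.0022), the median (-0.034) and leaving out any other library (-0.058 to -0.028) do not. For the TCA cycle set in morula the paper's value is 0.00880 and the value here -0.0534, further apart than the spread between libraries (SD 0.0553), and none of the alternatives set before the data were examined gives the paper's sign, the closest being the log2 ratio of group means (-0.012) and the farthest leaving out the HFD library of 12153141 (-0.11).

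The paper states a minimum of 40 M reads per sample as sequenced; the lowest total of counts on genes is 2.56 M in sperm and 11.5 M in morula. The former are reads and the latter counts assigned to genes, and the tables do not show how many reads were sequenced; no alternative set before the data were examined bears on these values.

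The paper describes genes for mitochondrial metabolism as up in early embryos. In morula, 27 of 63 OXPHOS genes, 13 of 28 fatty acid metabolism genes and 9 of 28 TCA cycle genes were higher on HFD with TMM. With library totals these numbers were 29, 14 and 13. With TMM, edgeR called none of the genes it tested past the threshold (0, with 858 at an unadjusted p under 0.05). DESeq2 called 16, limma-voom 0 and the re-implemented NOISeq 1. The paper also shows embryos of an earlier stage, compared as HFD_A against HFD_B and not as HFD against LFD, which are not analysed here. The morula values thus do not test its statement for those embryos. The paper describes mt-tRNAs as up in cauda spermatozoa after HFD. Here the 8 tested genes go the same way with TMM, and edgeR called 0 of them over all genes (5 adjusted over the list alone), the re-implemented NOISeq 0 and DESeq2 3, while the set passed fry (adjusted p 0.0215).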

Other observations

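Of the tests in this part, the use of library sizes from nuclear genes (themselves an alternative set earlier) to test a cause, and those of the score over other genes, of a rise of all mtDNA-encoded RNA, of reads shared with nuclear copies, and of splits for the sets and for genes at an unadjusted p under 0.05 were chosen only after the result was seen.

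mt-tRNA counts in sperm were higher on HFD relative to all genes. Scaling by the abundant mtDNA-encoded RNAs was tested with library sizes from nuclear genes alone, where the mean of the set was 1.90, but these sizes move the median of all genes by little (-0.03 against -0.07 with TMM), so this value decides nothing. A factor per library moves the mt-tRNA score minus the score of all other tested genes only through the prior count of the scores. With TMM, the scaling it was computed with, this measure differed by 1.92, with all HFD libraries above every LFD library (two-sided exact permutation test, p = 0.1, the smallest possible). This argues against scaling as the cause of the rise over other genes, whereas on the scale of library totals the mean of the set was 0.15 and on that of mtDNA-encoded totals -0.36. A rise of all mtDNA-encoded RNA was tested by the mt-tRNA score minus the score of mtDNA-encoded protein genes, which differed between the diets by -0.52 (two-sided exact permutation test, p = 0.1, the smallest possible), so mt-tRNAs rose no more than those genes did, and the rise is consistent with a rise of all mtDNA-encoded RNA. A better counting of short transcripts in the HFD libraries was tested on nuclear genes of at most 200 bases: 11 of 11 were higher on HFD, with a median of 1.91 against -0.08 for 8614 other nuclear genes. This is consistent with a length effect on mt-tRNAs, but the far longer mtDNA-encoded protein genes rose as much (mean 2.22 with TMM). Dilution of sperm-cell RNA by epididymal RNA in the LFD libraries was tested by the mt-tRNA score minus the score of testis germ cell genes, which differed by 0.30 (two-sided exact permutation test, p = 0.5), as it would if both were diluted. The germ cell genes had a median log2 fold change of 1.36 (16 of 16 higher; -0.35 with library totals; two-sided exact permutation test of the score, p = 0.2), and Smcp gave 38.1% of their counts. The share of nuclear counts on the germ cell list averaged 5.07% on HFD and 2.30% on LFD, with 2 of 3 HFD libraries above every LFD library. These explanations and an effect of the diet on mtDNA transcription stay open.

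The epididymal epithelium list had a median of -0.56 in sperm (1 gene higher, 7 lower, mean -0.09, and -2.38 with library totals, two-sided exact permutation test of the score, p = 0.7), and Crisp1 gave 65.6% of its counts. The higher gene was Cst8 (3.61), with a mean of 11.5 counts. The list's share of nuclear counts, a measure free of the scaling, averaged 1.60% on HFD and 3.67% on LFD. The ranges overlapped, at 0.972 to 1.95% and 1.71 to 5.67%. Cells of the epididymis and blood carried into the LFD samples together were tested by the other lists: the lowest median of the leukocyte, erythroid and stroma lists was 1.51, higher on HFD, and with library totals these lists (-0.31, 0.64 and 0.15) also lay above the epididymal list, which argues against a mixed carry-over, while RNA of the epithelium alone stays open. More RNA of somatic cells as the cause of the lower fatty acid metabolism set was tested by the relation of its score to the epididymal score over 6 sperm libraries: Spearman's rho was 0.429 (permutation p = 0.419, adjusted p = 0.524 over 5 relations) and Pearson's r 0.661 (permutation p = 0.188, adjusted p = 0.267), 0.439 without the 2 farthest libraries, which is too weak at 6 libraries to tell.

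How often other splits of the 6 libraries of an experiment into 3 and 3 give a result as large was counted over 10 splits, the real one included, so that chance cannot be excluded at 0.05 by any of these counts. For genes past the threshold (0 with edgeR in both experiments; 1124 and 858 at an unadjusted p under 0.05; DESeq2 253 and 16; limma-voom 0 and 0), 10 of 10 splits did in sperm and 10 of 10 in morula, where a split other than by diet gave 6 genes; with 0 genes by diet this holds by construction and says nothing. For genes at an unadjusted p under 0.05, 1 split did in sperm and 3 splits did in morula. For the p from fry of the mt-tRNA set, of the mitochondrial genes and of the ribosomal genes in sperm, 1 split each did, which is the real one.

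The CPM of mt-tRNAs differed between morula libraries of a diet, from 395 to 594 on HFD and from 257 to 423 on LFD. Genomic DNA in the libraries was tested by counts on olfactory and vomeronasal receptor genes, which belong to sensory neurons: Spearman's rho with the mt-tRNA score was 0.657 (permutation p = 0.175, adjusted p = 0.403 over 5 relations) and Pearson's r 0.636 (permutation p = 0.176, adjusted p = 0.267), 0.688 without the 2 farthest. Sex of the embryos was tested by Xist, with rho 0.886 (permutation p = 0.0333, adjusted p = 0.167) and r 0.611 (permutation p = 0.214, adjusted p = 0.267; 0.752 without the 2 farthest), and by Y-linked genes, with rho 0.0857 (permutation p = 0.919) and r 0.077 (permutation p = 0.86; 0.467 without the 2 farthest). Xist was higher on HFD in morula, by 0.59 (standard error 0.22, adjusted p = 0.704 from edgeR). The Y-linked genes had a median of -0.16 in morula (1 higher, 3 lower) and -0.49 in sperm (0 higher, 4 lower). Neither genomic DNA nor sex may be excluded at 6 libraries, and no biological explanation beyond these was tested.

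The group means of Supplementary Table 8 for morula differ from those of the deposited counts by more than a single factor. A mislabelled sample, with table groups that hold other libraries than the column names show, was tested over all 20 arrangements of the 6 libraries, and 0 of 20 matched by a single factor; the arrangement by column name was the closest on HFD, with a 95% point over the 5% point of 1.63, whereas on LFD (1.95) 7 others were closer, down to 1.61. A table made from other counts or other libraries may remain, and this stays open.

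mtDNA-encoded genes from mt-Ts1 to mt-Tg were at 0 or 1 count in every sperm library while their neighbours were counted. Reads shared with a nuclear copy of mtDNA and so left out of the counts were tested with the annotated transcripts: 37.5% of the 8 genes have a near-identical nuclear transcript, against 4% of 25 mtDNA-encoded genes with more counts (two-sided Fisher's exact test, p = 0.0359). The 8 genes lie side by side on mtDNA, whereas this test takes genes as independent, so its p decides nothing. The genes mt-Tw, mt-Ty, mt-Th and mt-Nd4l, also at 0 in every sperm library, were in neither group. Of these, mt-Nd4l has a near-identical nuclear transcript and the others have none. A nuclear copy outside annotated transcripts may cover the genes without one, and the explanation by shared reads stays open. In morula, mt-Co2, mt-Atp6 and mt-Co3 were lower on HFD, by -0.82, -0.98 and -0.88 (edgeR adjusted p 0.456 each; with no filter on low counts 5.54e-06, 2.03e-12 and 0.0511, over a range of 2.03e-12 to 0.998 for mt-Atp6). Reads shared with nuclear copies were tested likewise: 3 of these 3 genes have a near-identical nuclear transcript and 2 of the 10 other protein genes do, which leaves it open.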
